# EGFR-MEK1/2 cascade negatively regulates bactericidal function of bone marrow macrophages in mice with *Staphylococcus aureus* osteomyelitis

**DOI:** 10.1371/journal.ppat.1012437

**Published:** 2024-08-05

**Authors:** Mingchao Jin, Xiaohu Wu, Jin Hu, Yijie Chen, Bingsheng Yang, Chubin Cheng, Mankai Yang, Xianrong Zhang

## Abstract

The ability of *Staphylococcus aureus* (*S*. *aureus*) to survive within macrophages is a critical strategy for immune evasion, contributing to the pathogenesis and progression of osteomyelitis. However, the underlying mechanisms remain poorly characterized. This study discovered that inhibiting the MEK1/2 pathway reduced bacterial load and mitigated bone destruction in a mouse model of *S*. *aureus* osteomyelitis. Histological staining revealed increased phosphorylated MEK1/2 levels in bone marrow macrophages surrounding abscess in the mouse model of *S*. *aureus* osteomyelitis. Activation of MEK1/2 pathway and its roles in impairing macrophage bactericidal function were confirmed in primary mouse bone marrow-derived macrophages (BMDMs). Transcriptome analysis and *in vitro* experiments demonstrated that *S*. *aureus* activates the MEK1/2 pathway through EGFR signaling. Moreover, we found that excessive activation of EGFR-MEK1/2 cascade downregulates mitochondrial reactive oxygen species (mtROS) levels by suppressing Chek2 expression, thereby impairing macrophage bactericidal function. Furthermore, pharmacological inhibition of EGFR signaling prevented upregulation of phosphorylated MEK1/2 and restored Chek2 expression in macrophages, significantly enhancing *S*. *aureus* clearance and improving bone microstructure *in vivo*. These findings highlight the critical role of the EGFR-MEK1/2 cascade in host immune defense against *S*. *aureus*, suggesting that *S*. *aureus* may reduce mtROS levels by overactivating the EGFR-MEK1/2 cascade, thereby suppressing macrophage bactericidal function. Therefore, combining EGFR-MEK1/2 pathway blockade with antibiotics could represent an effective therapeutic approach for the treatment of *S*. *aureus* osteomyelitis.

## Author summary

Osteomyelitis, characterized by progressive inflammation and tissue destruction in bone, is predominantly caused by *Staphylococcus aureus* (*S*. *aureus*). However, treating *S*. *aureus* osteomyelitis remains a major clinical challenge due to its ability to survive in phagocytes like macrophages, evading host immune surveillance and antibiotic treatments, leading to recurrent and persistent infections. This study aimed to elucidate a potential molecular mechanism underlying the *S*. *aureus* survival in macrophages. Our findings demonstrate that *S*. *aureus* induces phosphorylation of MEK1/2 in macrophages localized at infection sites. Inhibiting either the MEK1/2 pathway or EGFR signaling enhances bacterial clearance both *in vivo* and *in vitro*. Persistent *S*. *aureus* infection was found to suppress Chek2 expression through the activation of the EGFR-MEK1/2 pathway, leading to decreased production of mitochondrial ROS and impaired macrophage bactericidal activity. This study highlights the critical role of EGFR-MEK1/2 pathway in macrophage antimicrobial dysfunction and the pathogenesis of *S*. *aureus* osteomyelitis. Targeting this pathway in conjunction with antibiotics may offer a promising therapeutic strategy in *S*. *aureus* osteomyelitis.

## Introduction

Osteomyelitis, characterized by progressive inflammation and destruction in bone and surrounding tissue caused by microbial pathogens, is a challenging condition in orthopedics [1]. *Staphylococcus aureus* (*S*. *aureus*) is the most prevalent causative pathogen isolated in cases of osteomyelitis. Due to its resilience, *S*. *aureus* is closely associated with recurrent osteomyelitis [2–4]. Even after surgical debridement, implant removal, and a full course of antibiotics, treatment failure rates can reach 37.9%, with a recurrence rate of 25.9% [3,5]. Therefore, new therapeutic strategies are needed to overcome *S*. *aureus* therapy resistance in osteomyelitis.

The ability of *S*. *aureus* to evade host immune surveillance is critical for its persistence and relapse despite antibiotic treatment. This pathogen employs various strategies, such as producing toxins to hijack host cell signaling, forming biofilms on implants and in the osteocyte lacuno-canalicular network of cortical bone, and internalizing into both phagocytic and nonphagocytic cells [6–10]. Macrophages and neutrophils are recruited to infection sites to eradicate bacteria, forming the first line of host defense against *S*. *aureus* [11,12]. However, accumulating evidence suggests that *S*. *aureus* can survive intracellularly within macrophages, contributing to bacterial dissemination and pathogenesis [13,14]. Understanding the mechanisms that enable *S*. *aureus* survival within macrophages is essential.

The extracellular signal-regulated kinase (ERK)/mitogen-activated protein kinases (MAPKs), a classical MAPKs cascade comprising MAPKK kinase, MAPK kinase 1/2 (MEK1/2), and ERK1/2, is well known for its role in cellular proliferation, differentiation, and survival [15]. Accumulating evidence suggests that aberrant activation of the MEK1/2-ERK1/2 pathway supports the pathogenic process during viral infection and is closely associated with the progression of inflammatory tissue injury [16–18]. A recent study showed that combining antibiotic treatment with MEK1/2-p-ERK1/2 inhibition reduced excessive inflammation and restored bone union in a murine MRSA-infected fracture model [19]. However, the role of the MEK1/2 pathway in the immune defense against *S*. *aureus* remains unclear.

Here, we investigated the role of MEK1/2 pathway in the pathogenesis of *S*. *aureus* osteomyelitis and explored how its overactivation might suppress macrophage bactericidal activity. We found phosphorylated MEK1/2 (p-MEK1/2) levels were upregulated in bone marrow macrophages during *S*. *aureus* infection both *in vivo* and *in vitro*. Blocking this pathway rescued bone destruction and reduced the bacterial burden in infected bones. In addition, we identified a novel function of the overactivated epidermal growth factor receptor (EGFR)-MEK1/2 cascade in suppressing mitochondrial ROS (mtROS) levels, thereby impairing macrophage bacterial clearance capacity. Our findings suggest that targeting the MEK1/2 pathway could be a promising strategy for overcoming resistance to therapy in *S*. *aureus*-induced osteomyelitis.

## Results

### Pharmacological blockade of MEK1/2 pathway alleviates bone destruction and bacterial load in femurs of mice with *S*. *aureus* osteomyelitis

Recent studies have documented that activation of the MEK1/2 pathway represents a crucial signal transducer in response to viral or bacterial infection, leading to inflammatory responses and tissue injury [18,19]. To investigate whether pharmacological blocking of the MEK1/2 pathway can inhibit the pathogenesis of *S*. *aureus* osteomyelitis, we treated mice with *S*. *aureus* osteomyelitis using PD0325901, an MEK1/2 inhibitor, in combination with gentamicin. As revealed by micro-CT imaging, PD0325901-treated mice exhibited significantly reduced cortical bone loss compared with vehicle-treated mice (Fig 1A and 1B). In addition, PD0325901-treated mice showed significant improvements in bone mineral density (BMD) and bone volume/tissue volume (BV/TV) in the distal femora compared with vehicle-treated mice (Fig 1C and 1D). Further analysis showed that the improved BV/TV in PD0325901-treated mice was mainly due to rescued trabecular number (Tb.N) and a significantly decreased trabecular bone pattern factor (Tb.Pf), with no obvious changes in the trabecular thickness (Tb.Th) (Fig 1E–1G). Consistent with these microstructural changes, H&E staining showed severe loss of trabecular bone density, empty lacunae in remaining trabeculae in distal femoral metaphysis, fibroblastic hyperplasia in peri-implant bone marrow, and extensive reactive new bone formation around cortical bone in femurs of vehicle-treated mice. In contrast, PD0325901-treated mice exhibited significantly improved bone morphology and structure with limited pathological changes around the implant (Fig 1H). Blind scoring of bone sections confirmed notably rescued bone destruction in *S*. *aureus*-infected femurs in PD0325901-treated mice compared with vehicle-treated mice (Fig 1I).

**Fig 1:**
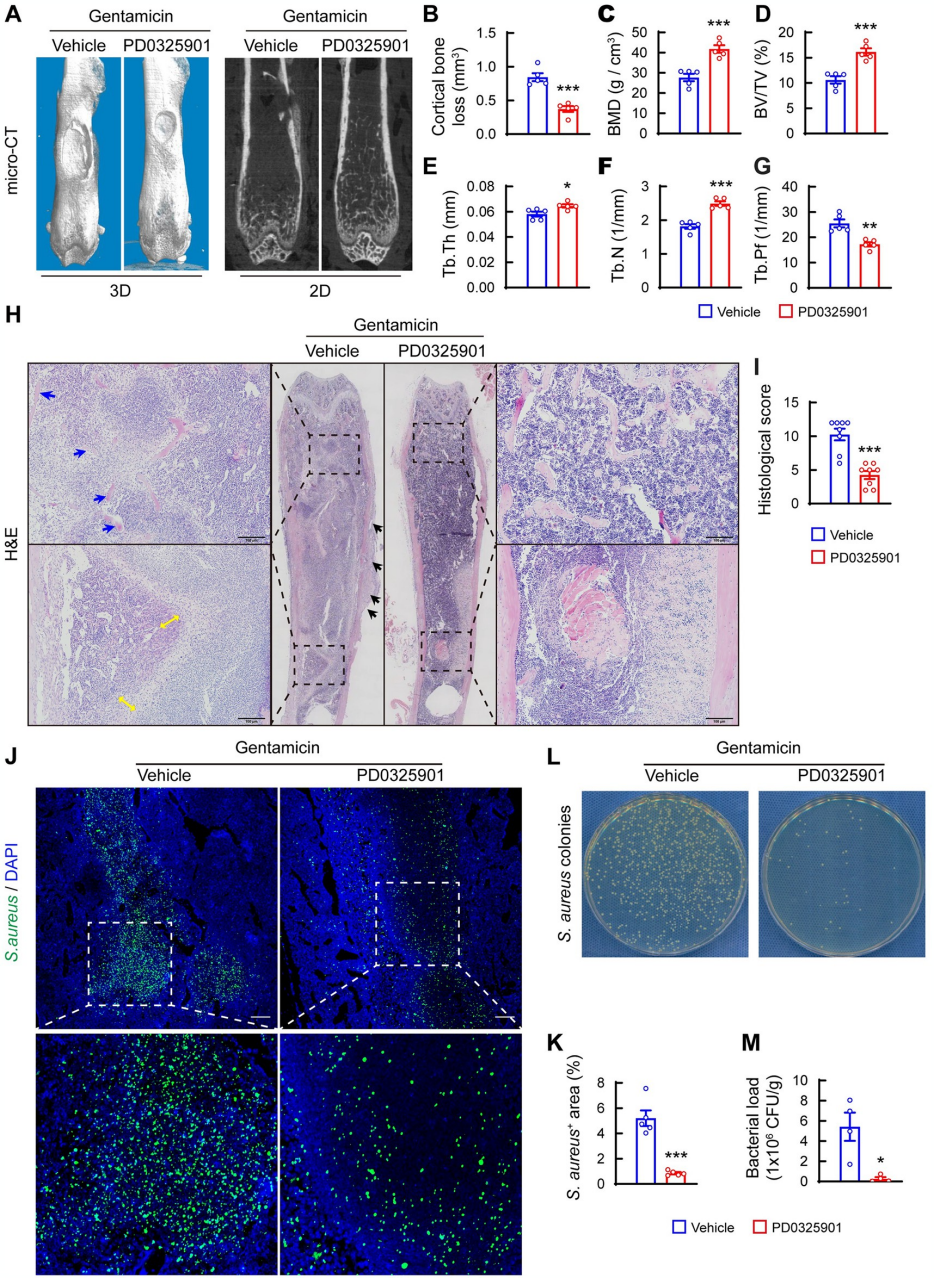
Inhibition of MEK1/2 alleviates bone destruction and reduces bacterial burden in bone of mice with *S*. *aureus* osteomyelitis. (A) Representative 3D and 2D micro-CT images and quantitative analysis of cortical bone loss (B), trabecular bone mineral density (BMD) (C), bone fraction (BV/TV) (D), trabecular thickness (Tb.Th) (E), trabecular number (Tb.N) (F), and trabecular bone pattern factor (Tb.Pf) (G). n = 5/group. (H) Representative images of H&E staining. Blue arrows indicate trabecular bone with empty lacunae, double orange arrows show fibroblastic hyperplasia in peri-implant bone marrow, and black arrows show reactive new bone formation around cortical bone. Scale bars, 100 μm. (I) Quantitative analysis of histopathological changes using the scoring system established by Smeltzer et al [51]. n = 8/group, Mann-Whitney test. (J) Representative images and (K) Quantification of immunofluorescence for *S*. *aureus*-positive staining area in femurs in *S*. *aureus* osteomyelitis mice treated with PD0325901 (0.2 mg/kg/day) or the same volume of vehicle (5% DMSO). Scale bars, 200 μm. n = 5/group. (L) Representative images and (M) Quantification of *S*. *aureus* colonies growing on an agar plate after being recovered from the femur. 10 μl of *S*. *aureus* suspension diluted in PBS (1: 500) was placed and cultured on LB agar plates for 24 h at 37°C. n = 5/group. *p < 0.05, **p < 0.01, ***p < 0.001, statistical significance was analyzed by Student’s *t* test.

The observation that PD0325901 treatment alleviated bone destruction in mice with *S*. *aureus* osteomyelitis suggested that blocking the MEK1/2 pathway may reduce bacterial burden in bone. In support of this hypothesis, immunofluorescence assays showed significantly lower amounts of *S*. *aureus*-positive staining in bone marrow of PD0325901-treated mice compared with vehicle-treated mice (Fig 1J and 1K). In addition, classical culture-based analysis revealed a significant decrease in bacterial CFU per gram of bone tissue in infected femurs in PD0325901-treated mice compared with vehicle-treated mice (Fig 1L and 1M). Taken together, these results suggest that overactivation of the MEK1/2 pathway may impair antibacterial defense.

### Phosphorylation of MEK1/2 in macrophages is upregulated in mouse femurs following *S*. *aureus* osteomyelitis

MEK1/2 is typically activated via serine phosphorylation by upstream activator kinases [20]. To assess the effect of *S*. *aureus* infection on MEK1/2 activity, we analyzed the levels of phosphorylated MEK1/2 (p-MEK1/2) in mouse femurs 14 days post-infection. Immunostaining results revealed a notably elevated level of p-MEK1/2, mainly located in cells surrounding the abscess in bone marrow (Fig 2A and 2B). Since neutrophils are the main immune cells in infectious nidus, surrounded by macrophages [21], we examined p-MEK1/2 expression in F4/80^+^ cells using immunofluorescence staining. Our data clearly showed a significant increase in F4/80^+^p-MEK1/2^+^ cells in bone marrow away from abscess in *S*. *aureus*-infected right femurs compared with control mice (Fig 2C and 2D). Notably, p-MEK1/2 levels were predominantly upregulated in F4/80^+^ macrophages surrounding the abscess (Fig 2C and 2D). Moreover, the levels of F4/80^+^p-MEK1/2^+^ cells in the left femoral bone marrow (the contralateral side of surgery and infection) of *S*. *aureus*-infected mice were comparable to those in control mice (S1 Fig). These data suggest that the MEK1/2 pathway is primarily activated in F4/80^+^ macrophages surrounding the abscess.

**Fig 2:**
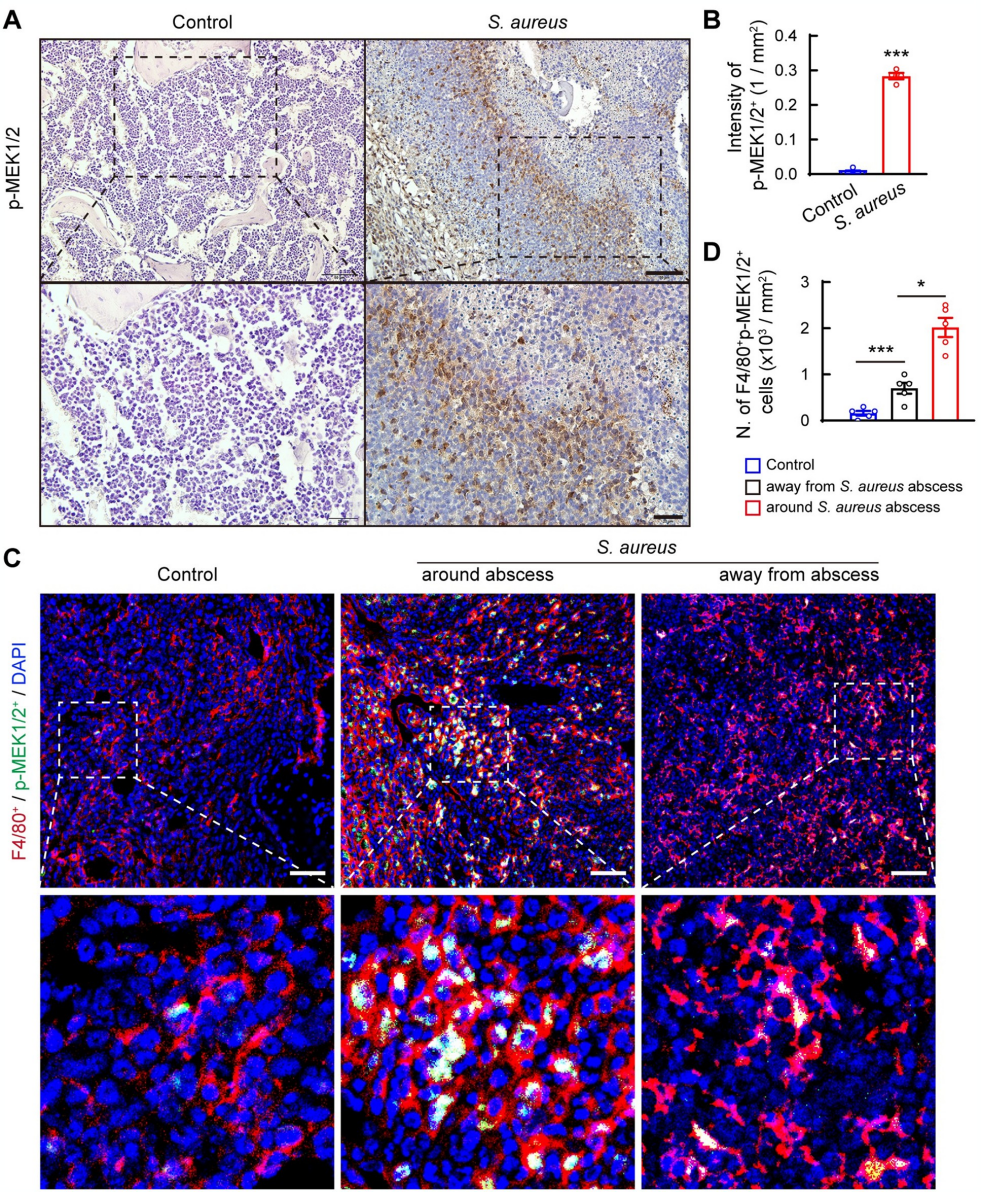
The phosphorylation level of MEK1/2 is upregulated in macrophages surrounding bone marrow abscesses in mice with *S*. *aureus* osteomyelitis. (A) Representative images and (B) Quantification of immunohistochemistry staining for phosphorylated MEK1/2 (p-MEK1/2). Scale bars, 50 μm (upper panels) and 20 μm (lower panels). n = 4/group, ***p < 0.001, Student’s *t* test. (C) Representative images of immunofluorescence staining for F4/80^+^ (red) and p-MEK1/2^+^ (green) cells in femurs of *S*. *aureus* mice and controls, and (D) Quantification of the number of F4/80^+^ p-MEK1/2^+^ cells in right femurs infected with *S*. *aureus* and treated with vehicle from mice with *S*. *aureus* osteomyelitis and control, respectively. The number of F4/80^+^p-MEK1/2^+^ cells in the region around and away from abscess in right femurs of *S*. *aureus*-infected mice was quantified. Scale bars, 50 μm. n = 5/group. *p < 0.05, ***p < 0.001, one-way ANOVA with Tukey’s *post-hoc* test.

### Activation of the MEK1/2 pathway is associated with reduced mitochondrial ROS (mtROS) levels and suppressed bactericidal activity in macrophages

We next investigated whether *S*. *aureus* might activate the MEK1/2 pathway in primary cultures of BMDMs. Western blot analysis revealed that *S*. *aureus* upregulated p-MEK1/2 levels in BMDMs in a concentration-dependent manner after 30 min (Fig 3A and 3B). This observation suggests that the MEK1/2 pathway in macrophages may be rapidly activated in response to *S*. *aureus* infection.

**Fig 3:**
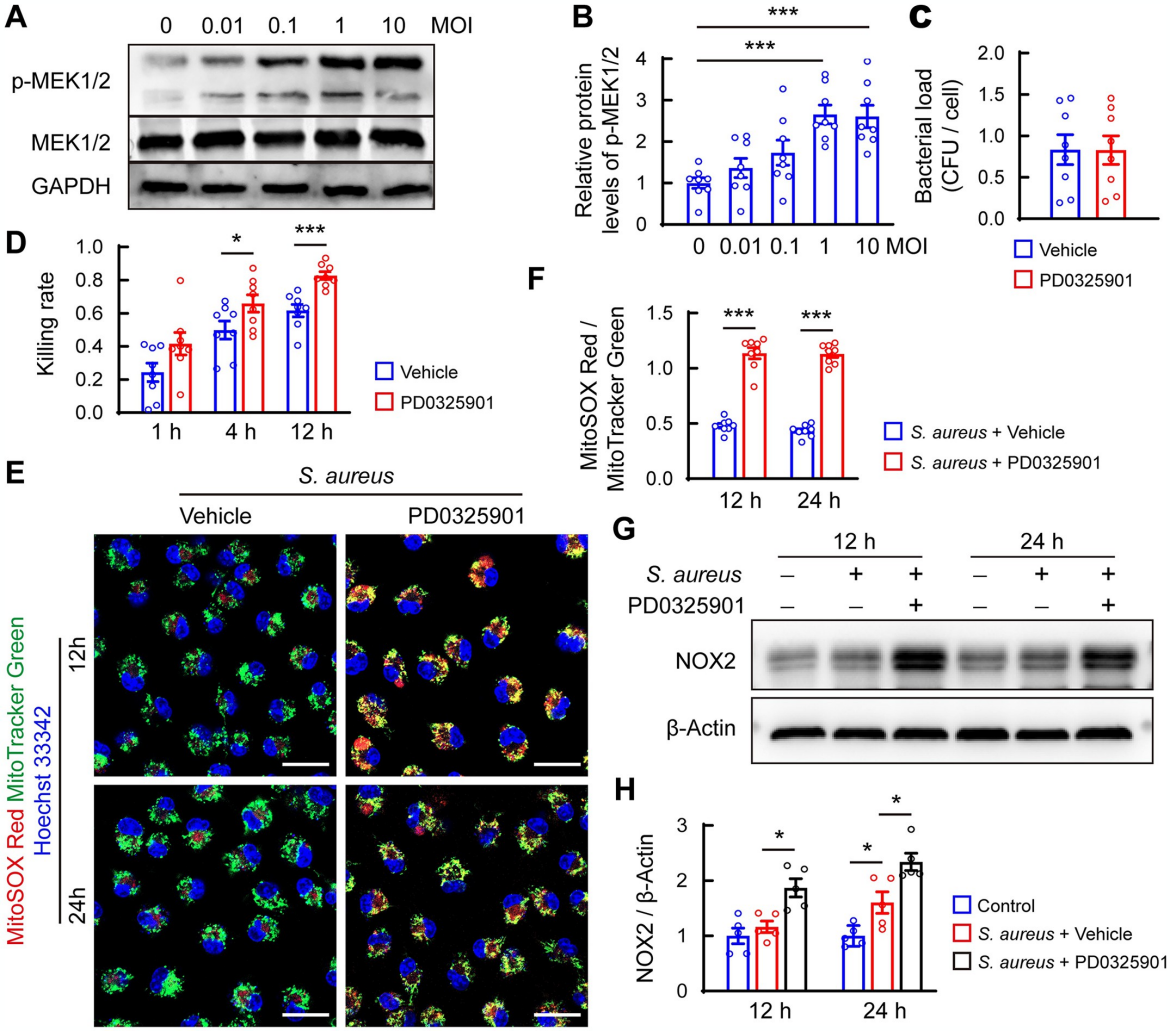
Persistent *S*. *aureus* infection results in suppressed mtROS levels and impaired bactericidal ability by activating the MEK1/2 pathway in BMDMs. (A) Representative images and (B) Quantification of western blots for phosphorylated MEK1/2 (p-MEK1/2) and total MEK1/2 levels in BMDMs. Cells were infected with *S*. *aureus* at a series dilution of multiplicity of infection (MOI, 0.01, 0.1, 1, and 10) for 30 min. n = 8/group, * *p*< 0.05, ***p<0.01 versus control. One-way ANOVA with Tukey’s *post-hoc* test was used. (C) Quantification of *S*. *aureus* colonies for phagocytosis assay. BMDMs were pretreated with 1 μM PD0325901 or vehicle (DMSO) for 1 h, followed by *S*. *aureus* infection at MOI of 10 for 1 h. n = 8/group. (D) Quantification of *S*. *aureus* colonies for the bactericidal assay. BMDMs were infected with *S*. *aureus* at MOI of 10 for 1h. After removing non-phagocytosed extracellular bacteria, cells were treated with 1 μM PD0325901 or vehicle (DMSO), collected, and lysed at the indicated time points. n = 8/group. * *p* < 0.05, *** *p* < 0.001, Student’s *t* test. (E) Representative images of MitoTracker Green and MitoSOX Red fluorescence in *S*. *aureus*-infected BMDMs in the presence of 1 μM PD0325901 or vehicle (DMSO) for 12 h and 24 h. Scale bars, 10 μm. (F) Quantification of relative level of MitoSOX Red to MitoTracker Green. n = 8/group. * *p* < 0.05, ** *p* < 0.01, Student’s *t* test. (G) Representative images of western blot for NOX2 and (H) quantification of NOX2 levels normalized to β-Actin. n = 5/group. * *p* < 0.05, one-way ANOVA with Tukey’s *post-hoc* test was used.

We then assessed whether overactivation of the MEK1/2 pathway affects macrophage function during *S*. *aureus* infection. Blocking the MEK1/2 pathway with PD0325901 did not affect the phagocytic ability of BMDMs (Figs 3C and S2A). Importantly, the bacterial killing assay demonstrated that PD0325901 significantly reduced intracellular bacterial burden in BMDMs at indicated time points post-infection (Figs 3D and S2B), indicating enhanced bactericidal function of macrophages with MEK1/2 pathway inhibition.

Given the critical role of mtROS in the bactericidal function of macrophages [22], and our recent finding of a notable reduction in mtROS levels 12 h and 24 h post-infection [23], we determined whether inhibiting MEK1/2 pathway affects mtROS levels in macrophages. MitoTracker Green and MitoSOX staining revealed that PD0325901 treatment for 12 h or 24 h significantly increased mtROS levels in BMDMs (Fig 3E and 3F). These findings suggest that overactivation of the MEK1/2 pathway suppresses mtROS production, thereby impairing the bactericidal function of macrophages.

Considering the crucial role of phagocyte NADPH oxidase in host defense by generating superoxide anion and other ROS molecules [24,25], we evaluated the effect of PD0325901 on total protein levels of NADPH oxidase components, including p22phox, NOX2/gp91phox, p47phox, p67phox, and p40phox. Surprisingly, the levels of these proteins remained unchanged after 12 and 24 h of *S*. *aureus* infection (S2C–S2H Fig). However, PD0325901 treatment significantly upregulated NOX2 levels after 12 h and 24 h of *S*. *aureus* infection (Fig 3G and 3H). We inferred that the ability of BMDMs to produce ROS from NADPH oxidase in phagocyte decreased to basal levels, insufficient to restrict invasion of *S*. *aureus* after 12 h of persistent infection. Thus, overactivation of MEK1/2 may not only suppress mtROS production but also disrupt phagocytic ROS production in BMDMs under prolonged *S*. *aureus* infection.

### EGFR signaling is essential for activating the MEK1/2 pathway in *S*. *aureus*-infected macrophages

Macrophages initiate the innate immune response by recognizing pathogens via pattern recognition receptors (PRRs), including Toll-like receptors (TLRs), nucleotide oligomerization domain (NOD)-like receptors (NLRs), and retinoic acid-inducible gene-I-like receptors (RLRs) [26]. To identify which PRR mediates MEK1/2 pathway activation in response to *S*. *aureus* infection, we used a series of specific inhibitors: ML130 for NOD1, GSK717 for NOD2, GSK2983559 for RIPK2, NOD-IN-1 for both NOD1 and NOD2, CU-CPT9a for TLR8, E6446 for TLR7 and TLR9, and C29 for TLR2. Our results showed that inhibition of TLR2 by C29 significantly blocked the activation of p-MEK1/2 by *S*. *aureus* infection, whereas TLR7/8/9 and NOD1/2 were not required for *S*. *aureus* to activate the MEK1/2 pathway in macrophages (S3A and S3B Fig).

To understand the molecular mechanism by which *S*. *aureus* activates the MEK1/2 pathway, we analyzed transcriptome data from femurs of mice with *S*. *aureus*-induced osteomyelitis and control samples on day 14 post-infection (GEO: GSE166522) from our previous work [27]. We overlapped MAPK cascade-related differentially expressed genes (DEGs) and DNA repair-related DEGs in Gene Ontology (GO) enrichment, and MAPK signaling pathway-related DEGs in Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment using the Venn diagram. Results identified EGFR as a central candidate DEGs (Fig 4A). We then assessed EGFR signaling activity in BMDMs in response to *S*. *aureus* infection. Results showed that the phosphorylation levels of EGFR were significantly upregulated by *S*. *aureus* at MOI of 1 and 10 (Fig 4B and 4C), with activation peaking at 30 min (S4A and S4B Fig).

**Fig 4:**
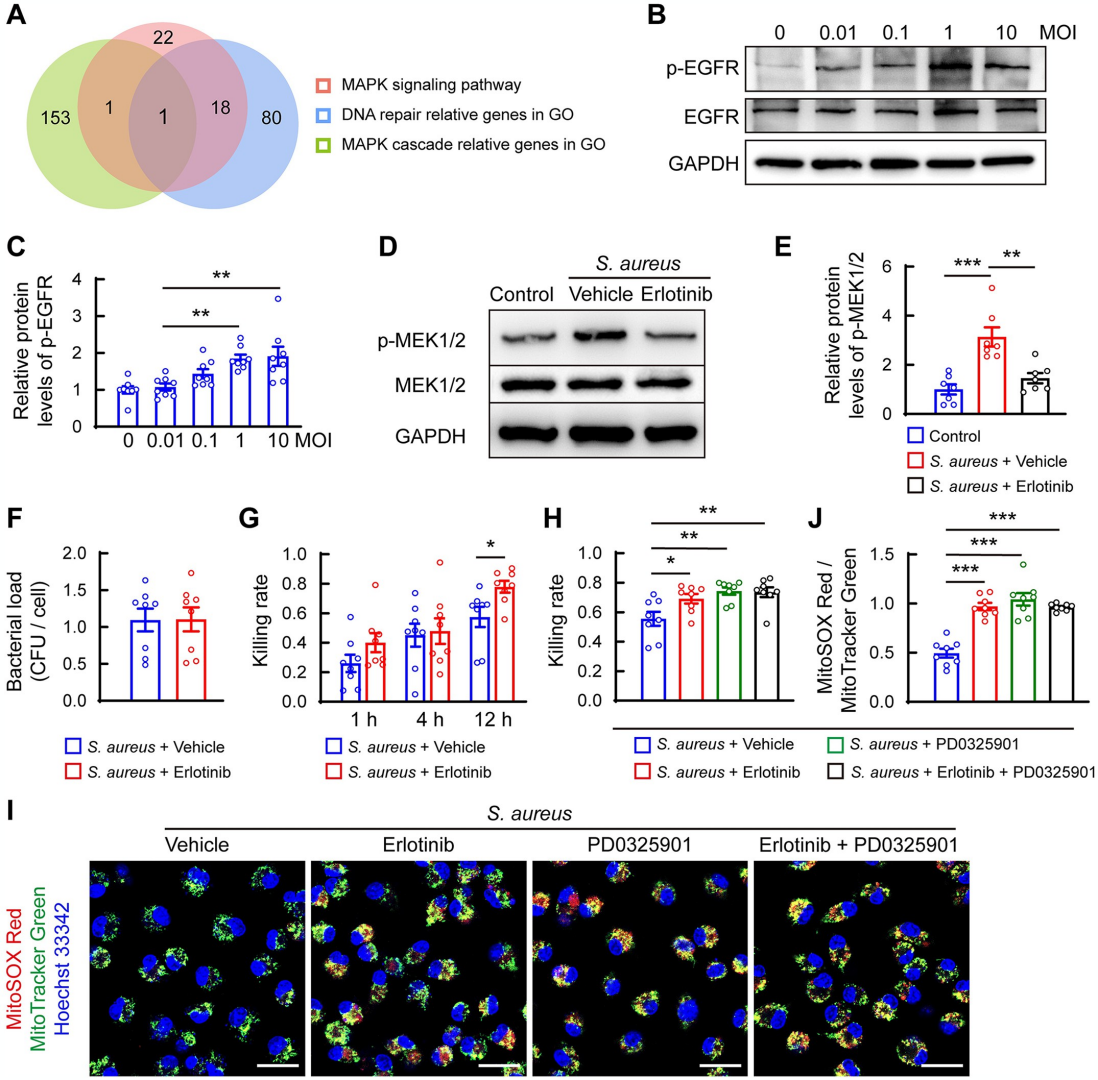
*S. aureus* activates the MEK1/2 pathway by enhancing EGFR signaling in BMDMs. (A) Venn diagram of DEGs associated with MAPK cascade and DNA repair in GO enrichment, and MAPK cascade in KEGG analysis. (B) Representative images of western blots and (C) Quantification of the ratio of phosphorylated EGFR (p-EGFR) to GAPDH in BMDMs after *S*. *aureus* infection (at the indicated MOI) for 30min. n = 8/group. ** *p*< 0.01 versus control, one-way ANOVA with Tukey’s *post-hoc* test was used. (D) Representative western blot images of p-MEK1/2 and MEK1/2 and (G) Quantification of the ratio of p-MEK1/2 to total MEK1/2 in BMDMs. Cells were pre-treated with 10 μM erlotinib or vehicle (DMSO) for 1 h, following by *S*. *aureus* infection for 30 min. n = 7/group, ** *p* < 0.01, *** *p* < 0.001 versus control, one-way ANOVA with Tukey’s *post-hoc* test was used. (F) Quantification of *S*. *aureus* colonies for phagocytosis assay. After BMDMs were pretreated with 10 μM erlotinib or vehicle (DMSO) for 1 h, cells were infected with *S*. *aureus* (MOI = 10) for 1 h. n = 8/group. (G) Quantification of intracellular colonies of *S*. *aureus* for the bactericidal assay. BMDMs were infected with *S*. *aureus* at MOI of 10 for 1h. After removing non-phagocytosed extracellular bacteria, cells were treated with 10 μM erlotinib or vehicle (DMSO), collected, and lysed at the indicated time points. n = 8/group, * *p* < 0.05, Mann-Whitney test. (H) Quantification of intracellular colonies of *S*. *aureus* for the bactericidal assay. BMDMs were infected with *S*. *aureus* at MOI of 10 for 1 h. After removing non-phagocytosed extracellular bacteria, cells were treated with 10 μM erlotinib, 1 μM PD0325901, a combination of 10 μM erlotinib and 1 μM PD0325901, or vehicle (DMSO) for 12 h. n = 8/group. * *p* < 0.05, ** *p* < 0.01, one-way ANOVA with Dunnett’s *post-hoc* test was used. (I) Representative images and (J) Quantification of mtROS in BMDMs detected using MitoTracker Green and MitoSOX Red. Cells were infected with *S*. *aureus* (MOI = 10) for 1 h. After removing non-phagocytosed extracellular bacteria, cells were treated with 10 μM erlotinib, 1 μM PD0325901, a combination of 10 μM erlotinib and 1 μM PD0325901, or or vehicle (DMSO) for 12 h. Scale bars, 10 μm. n = 8/group. *** *p*< 0.001, one-way ANOVA with Tukey’s *post-hoc* test.

Observing that *S*. *aureus* activated both EGFR signaling and the MEK1/2 pathway, we hypothesized that *S*. *aureus* might activate the MEK1/2 pathway through EGFR signaling. Indeed, treating BMDMs with erlotinib, an EGFR inhibitor, partially abolished MEK1/2 phosphorylation induced by *S*. *aureus* (Fig 4D and 4E). We then determined whether overactivation of EGFR signaling was associated with macrophage dysfunction. Erlotinib treatment did not affect the phagocytic ability of BMDMs (Figs 4F and S4C), but notably enhanced the bacterial killing rate of cells after 12 h of infection (Figs 4G and S4D). Consistent with functional rescue, erlotinib treatment also restored mtROS to higher levels after 12 h and 24 h of *S*. *aureus* infection (S4E and S4F Fig).

Next, we evaluated whether combining erlotinib and PD0325901 might further enhance the bactericidal function of BMDMs after 12 h of infection. Unexpectedly, we did not observe a synergistic effect (Figs 4H and S4G). Additionally, MitoSOX staining showed that both PD0325901 and erlotinib treatment upregulated mtROS levels, but their combination did not further increase mtROS levels after 12 h of *S*. *aureus* infection (Fig 4I and 4J). Thus, persistent *S*. *aureus* infection may suppress mtROS production, thereby restricting the bactericidal function of macrophages through the EGFR-MEK1/2-dependent pathway.

While mtROS is essential for fighting infection, uncontrolled production can trigger excessive inflammation [28,29]. We found that blocking the MEK1/2 pathway did not block the mRNA expression of IL-1β, IL-6, or TNF-α induced by *S*. *aureus* challenge, but strikingly upregulated IL-6 and TNF-α mRNA levels compared with vehicle-treated macrophages (S5A–S5C Fig). Interestingly, inhibition of EGFR signaling by erlotinib further increased IL-6 mRNA expression but markedly blocked IL-1β mRNA expression evoked by *S*. *aureus* infection (S5A–S5C Fig). These data indicate that EGFR signaling and the MEK1/2 pathway may play differential roles in regulating inflammatory factor production in response to *S*. *aureus* infection.

Considering that TLR2 is essential for optimal innate immune defense against *S*. *aureus* infection [30], we evaluated the effect of C29, a TLR2 inhibitor, on EGFR-MEK1/2 cascade activity. Western blot results showed that C29 treatment significantly blocked MEK1/2 phosphorylation as early as 15 min after *S*. *aureus* challenge but had no effect on EGFR activation (Fig 5A–5C). These data indicate that TLR2 signaling contributes to MEK1/2 pathway activation but is not responsible for EGFR signaling activation in response to *S*. *aureus* challenge. Furthermore, phagocytosis assays revealed that C29 treatment did not affect the phagocytotic activity of BMDMs (Figs 5D and S6A). However, the bacterial killing assay showed that C29 treatment did not significantly affect bactericidal function at earlier time points (1 h and 4 h), but decreased bacterial killing rate and increased bacterial burden in BMDMs after 12 h of infection (Figs 5E and S6B), indicating that TLR2 signaling is critical for bacterial killing activity of macrophages after persistent *S*. *aureus* infection. Consistent with this finding, C29 treatment further decreased mtROS levels in BMDMs after 12 h of *S*. *aureus* infection (Fig 5F and 5G). These data demonstrate that the EGFR-MEK1/2 cascade might play a negative feedback role in TLR2 signaling-mediated mtROS production and bacterial killing during *S*. *aureus* infection.

**Fig 5:**
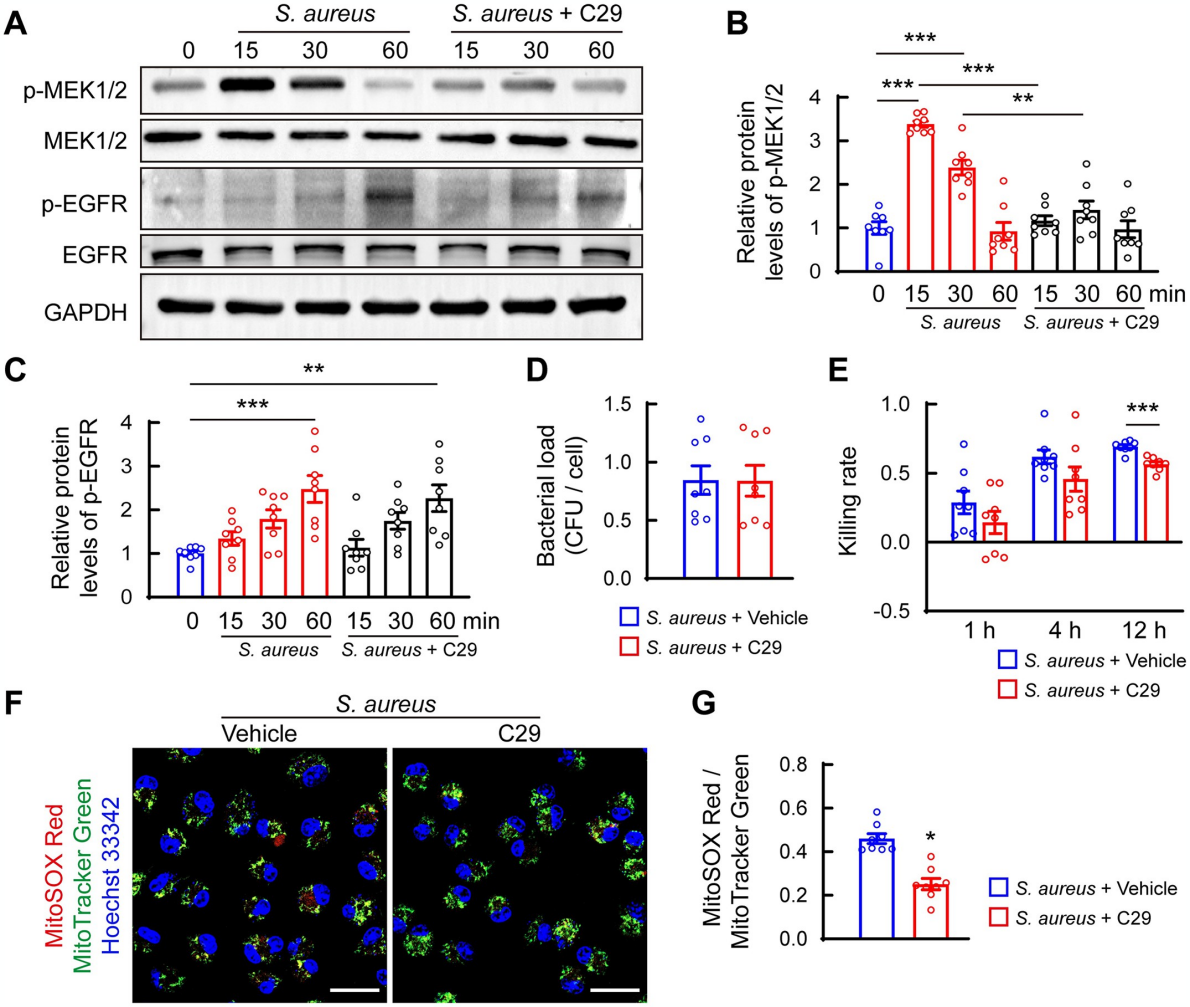
TLR2 signaling is not responsible for EGFR-MEK1/2 pathway-mediated bactericidal function in BMDMs. (A) Representative images and quantification of western blot for p-MEK1/2 and total MEK1/2 (B), p-EGFR and total EGFR (C) levels in BMDMs. After pretreatment with 100 μM C29 or vehicle (DMSO) for 1 h, cells were infected with *S*. *aureus* at MOI of 10, and whole cell lysates were collected at the indicated time points for western blot analysis. **p < 0.01, ***p < 0.001, one-way ANOVA with Tukey’s *post-hoc* test. (D) Quantification of intracellular colonies of *S*. *aureus* for phagocytosis assay. BMDMs were pretreated with 100 μM C29 or vehicle (DMSO) for 1 h, followed by *S*. *aureus* infection at a MOI of 10 for 1 h. n = 8/group. (E) Quantification of intracellular colonies of *S*. *aureus* for the bacterial killing assay. After removing the extracellular bacteria, BMDMs were cultured in growth media with presence or absence of 100 μM C29 for 12 h. n = 8/group, *** *p* < 0.001, Student’s *t* test. (F) Representative images and (G) Quantification of mitochondrial ROS (mtROS) levels in BMDMs. n = 8/group, * *p* < 0.05, Student’s *t* test. After removal of the extracellular *S*. *aureus* and additional 12 h of culture with 100 μM C29 or vehicle (DMSO), mtROS levels were detected using MitoTracker Green and MitoSOX Red. Nuclei were stained with Hoechst 33342.

### EGFR-MEK1/2 activation suppresses mtROS by inhibiting Chek2 expression

To further discover how EGFR-MEK1/2 activation suppresses mtROS production upon *S*. *aureus* challenge, we treated BMDMs with *S*. *aureus* for 12 h for transcriptome analysis. 

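Bone marrow-derived macrophages (BMDMs) were grown from the femora and tibiae of C57BL/6 mice aged 8 to 10 weeks and were used on day 8 of differentiation. RNA was sequenced from 3 Control and 3 *S. aureus*-infected cultures, with 1 library per culture. Infection was at a MOI of 10 for 1 h, after which lysostaphin at 20 μg/mL and gentamicin at 50 μg/mL removed the extracellular bacteria. The results text and the sample labels give 12 h of further culture, and the methods text gives 24 h. The authors aligned the reads to GRCm38 with STAR and deposited, for 22322 genes, a raw count and an FPKM value (fragments per kilobase, scaled for library size) in each library. The paper's text does not name the program that counted the reads. Between 16234016 and 19642068 reads per library were counted on genes, with a median of 16752539 in Control BMDMs and 18082664 in infected BMDMs. Here, edgeR's quasi-likelihood test compared the counts of both groups after TMM scaling, which corrects library size for genes that take an unusual share of the counts. It covered the 11424 genes that edgeR's filter on low counts left. The TMM factors were 1.16 to 1.18 in Control libraries and 0.853 to 0.856 in infected libraries, so this correction is not the same in both groups. Scaling by library size alone lowered the log2 fold change of the median gene by 0.45, and every log2 fold change that follows was taken with TMM unless another scaling is named. RNA from BMDMs treated with PD0325901 or erlotinib was not analysed here, so these libraries compare infection with Control alone.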

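The heatmap of Fig. 6B holds Map3k20, Chek2 and Fbxo4, which the files list by symbol and Ensembl identifier. Their positions are those of GRCm38 in GENCODE M21. Map3k20 (ENSMUSG00000004085) encodes a MAP kinase kinase kinase and lies on the forward strand of chromosome 2 from 72285637 to 72442610. Its normalized count was 52.4 ± 1.25 CPM (counts scaled to a common library size, SD, n = 3) in Control BMDMs and 24.6 ± 0.627 CPM (SD, n = 3) in infected BMDMs. This was a log2 fold change of -1.09 (standard error 0.0595, adjusted p = 5.02e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Chek2 (ENSMUSG00000029521) encodes checkpoint kinase 2 and lies on the forward strand of chromosome 5 from 110839979 to 110874145. Its normalized count was 15.9 ± 0.925 CPM (SD, n = 3) in Control BMDMs and 5.70 ± 0.725 CPM (SD, n = 3) in infected BMDMs. The log2 fold change of Chek2 was -1.48 (standard error 0.119, adjusted p = 3.87e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fbxo4 (ENSMUSG00000022184) encodes an F-box protein and lies on the reverse strand of chromosome 15 from 3965445 to 3979573. Its normalized count was 9.32 ± 1.39 CPM (SD, n = 3) in Control BMDMs and 6.93 ± 1.88 CPM (SD, n = 3) in infected BMDMs. The log2 fold change of Fbxo4 was -0.42 (standard error 0.176, adjusted p = 0.0421 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which does not reach the paper's minimum change of 1 on the log2 scale. No exon of another annotated gene overlaps an exon of any of the 3 genes.
Every infected library lay below every Control library for Map3k20 and for Chek2 (two-sided exact permutation test on log2 CPM, p = 0.1 for each, the smallest that 3 libraries against 3 allow). For Fbxo4 the groups overlapped (two-sided exact permutation test, p = 0.2). With each library left out in turn, the log2 fold change stayed between -1.12 and -1.06 for Map3k20 and between -1.57 and -1.39 for Chek2. That of Fbxo4 ranged from -0.65 to -0.24, and its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment rose above 0.05 without Control 1 (0.144), without Control 3 (0.0551), without infected 1 (0.116) and without infected 2 (0.201). Of the alternatives tried, scaling by library sizes alone moved the log2 fold change of Map3k20 most, to -1.54, and limma on log2(FPKM + 0.1) moved those of Chek2 and Fbxo4 most, to -2.002 and -0.89. Of the 11424 tested genes, 1677 (14.7%) fell as far as Map3k20 or further, 1139 (9.97%) as far as Chek2 or further and 3458 (30.3%) as far as Fbxo4 or further. A list of 43 genes expressed in the S phase of the cell cycle had a median log2 fold change of -1.53 in the same libraries, and 51.2% of its genes fell further than Chek2.

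**Figure D1:**
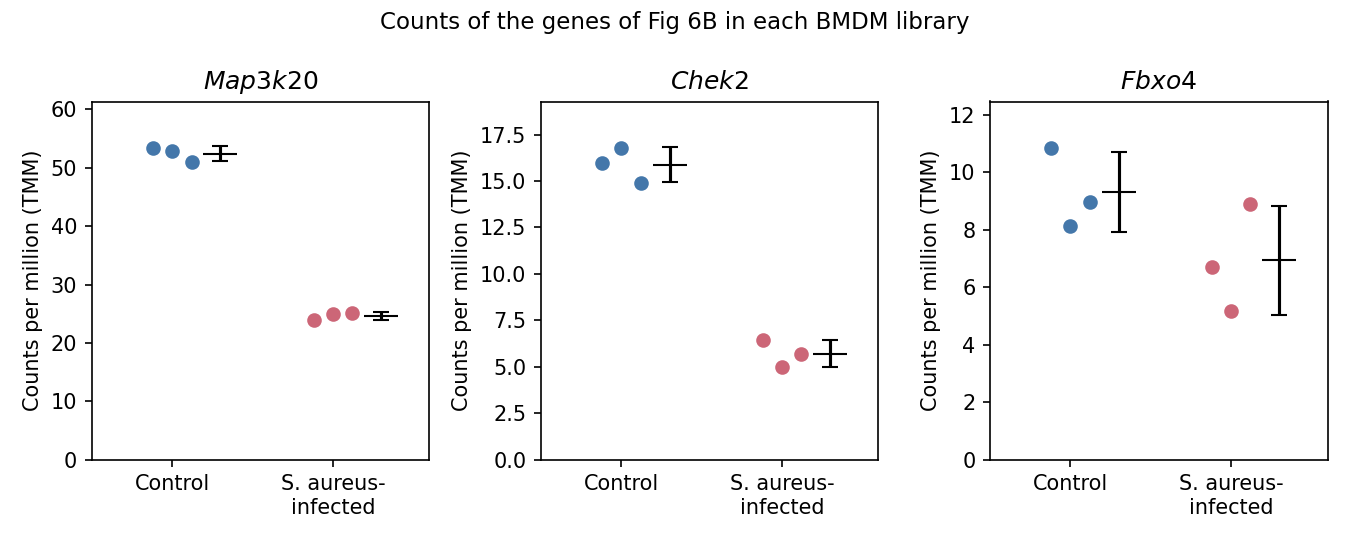
TMM-scaled CPM of Map3k20, Chek2 and Fbxo4 in each library of Control and S. aureus-infected BMDMs. Dots are libraries and bars are the mean ± SD of 3. Infected libraries lie below all Control libraries for Map3k20 and Chek2 and overlap them for Fbxo4.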

Analysis of DEGs associated with cellular responses to environmental stimuli and regulation of DNA damage checkpoints showed that three genes were significantly downregulated (Fig 6A and 6B). Chek2, a central effector of DNA damage response, mediates DNA checkpoint activation under stress conditions [31]. We confirmed that *S*. *aureus* infection suppressed Chek2 mRNA expression in BMDMs as early as 4 h post-infection (Fig 6C). The suppressed effect on Chek2 mRNA expression was alleviated by either PD0325901 or erlotinib treatment (Fig 6D). Immunofluorescence staining showed strikingly reduced levels of total and subcellular Chek2 in BMDMs after 12 h of *S*. *aureus* infection (Fig 6E–6H). Notably, both PD0325901 and erlotinib treatments significantly increased Chek2 intensity in the cytoplasm and nucleus (Fig 6E–6G), with enhanced Chek2 localization in mitochondria (Fig 6H). Consistent with the effect on bactericidal function, combined treatment with PD0325901 and erlotinib did not further increase Chek2 protein levels (Fig 6E–6H). Considering that Chek2 activation contributes to high mtROS production [32], we evaluated the function of Chek2 in mtROS production in response to *S*. *aureus* infection. Our results showed that inhibition of Chek2 by BML-277 blocked mtROS activation induced by PD0325901 or erlotinib treatment (Figs 6I and 6J). Taken together, these results demonstrate that EGFR and MEK1/2 activation by *S*. *aureus* infection reduces mtROS levels by suppressing Chek2 expression, thereby impairing macrophages’ bactericidal function.

**Fig 6:**
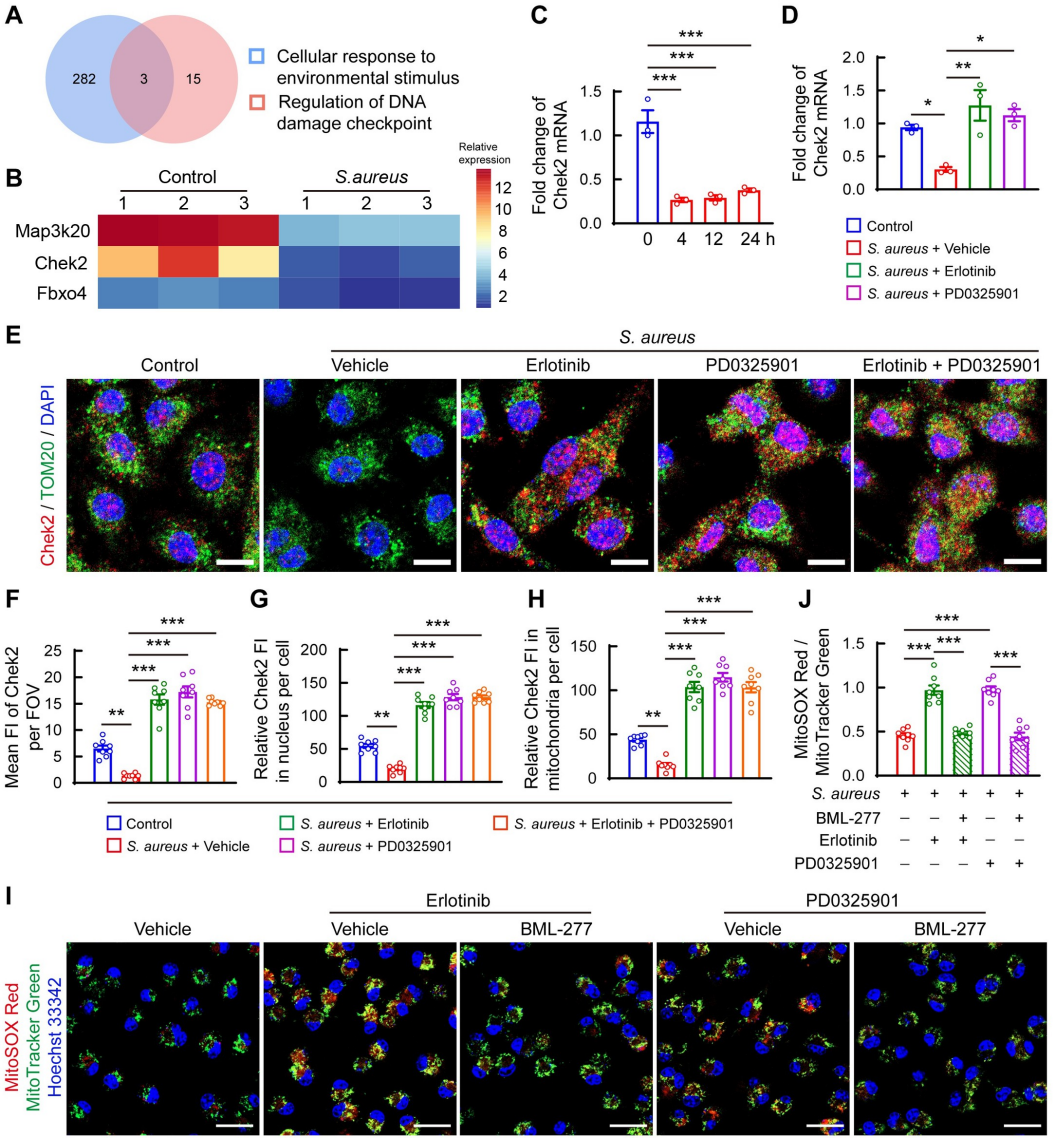
EGFR-MEK1/2 cascade suppresses mtROS levels by inhibiting Chek2 expression in BMDMs. (A) Venn diagram of DEGs associated with cellular response to environmental stimuli and regulation of DNA damage checkpoints. (B) Heatmap of overlapped DEGs in the Venn diagram. (C) mRNA expression of checkpoint kinase 2 (Chek2) in BMDMs. Cells were infected with *S*. *aureus* (MOI = 10) for 1 h. After removal of extracellular bacteria, cells were cultured in growth media for the indicated time points. n = 3/group, *** *p* < 0.001 versus control, one-way ANOVA with Tukey’s *post-hoc* test. (D) mRNA expression of Chek2 in BMDMs. After phagocytosis for 1 h and removal of the extracellular bacteria, cells were treated with 10 μM erlotinib, 1 μM PD0325901 or vehicle (DMSO) for 12 h. n = 3/group, * *p* < 0.05, ** *p* < 0.01, one-way ANOVA with Tukey’s *post-hoc* test. (E) Representative confocal images of immunofluorescence staining for Chek2 (red) and TOM20-labeld mitochondria (green). Scale bars, 10 μm. Nuclei were stained with DAPI. (F-H) Quantification of mean fluorescence intensity (FI) of Chek2 in the field of view (FOV) (F), the FI of Chek2 in the nucleus (G) and mitochondria (H) per cell. n = 8/group, **p < 0.01, *** *p* < 0.001, one-way ANOVA with Dunnett’s *post-hoc* test. (I) Representative confocal images and (J) Quantification of mitochondrial ROS (mtROS) levels detected using MitoTracker Green and MitoSOX Red in BMDMs. Nuclei were stained with Hoechst 33342. After phagocytosis for 1 h and removal of the extracellular *S*. *aureus*, cells were treated with 5 μM BML-277 or vehicle (DMSO) with or without 1 μM PD0325901 or 10 μM erlotinib. mtROS levels were detected after 12 h of treatment. Scale bars, 20 μm. ***p < 0.01, one-way ANOVA with Tukey’s *post-hoc* test.

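The deposited table also lists the GO terms attached directly to each gene, without the wider terms that contain them. A term for regulation of the DNA damage checkpoint, positive or negative regulation included, was attached to 17 genes, and all 17 were tested. After infection 11 of the 17 had a lower value, and 5 passed the paper's threshold of an unadjusted p below 0.05 and an absolute log2 fold change above 1. Chek2 and Map3k20 were among these 5. The others, named after their values were seen, were Wdr76 with a log2 fold change of -1.53, Rnaseh2b with 1.03 and Cry1 with 1.45. A term for the cellular response to radiation, which is 1 kind of environmental stimulus, was attached to 3 of the 17 genes, namely Map3k20, Chek2 and Fbxo4. The Venn counts of Fig. 6A use wider GO terms and were not rebuilt. Within the 96 tested genes that carried any term naming the DNA damage checkpoint, 22 passed the threshold with a lower value and 3 with a higher value, and Chek2 had the 14th lowest log2 fold change. From the overlap of both gene groups, the paper turned to Chek2, which it describes as a central effector of the DNA damage response. It then measured Chek2 by other assays, in part with inhibitors of EGFR and MEK1/2 (Fig. 6C–6H). With the same inhibitors and one of Chek2 it measured mtROS (Fig. 6I and 6J). From the whole series the paper concludes that EGFR and MEK1/2, once activated by infection, lower mtROS through a lower expression of Chek2.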

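The FPKM values were made by the authors and were read from the deposited table as they stand. Map3k20 had an FPKM of 13.28, 13.17 and 12.83 in Control 1, 2 and 3 and of 4.31, 4.71 and 4.70 in infected 1, 2 and 3, with means of 13.1 ± 0.235 (SD, n = 3) and 4.57 ± 0.228 (SD, n = 3). Chek2 had an FPKM of 9.44, 12.06 and 8.23 in the Control libraries and of 2.42, 2.12 and 2.59 in the infected libraries, with means of 9.91 ± 1.96 (SD, n = 3) and 2.38 ± 0.238 (SD, n = 3). Fbxo4 had an FPKM of 8.00, 6.14 and 6.73 in the Control libraries and of 3.66, 2.83 and 4.86 in the infected libraries, with means of 6.96 ± 0.950 (SD, n = 3) and 3.78 ± 1.02 (SD, n = 3). The counts behind them were 1211, 1048 and 971 in Control and 331, 385 and 419 in infected libraries for Map3k20. Chek2 had 362, 332 and 284 counts in Control and 89, 77 and 95 in infected libraries. Fbxo4 had 246, 161 and 171 counts in Control and 93, 80 and 149 in infected libraries. If FPKM were a fixed multiple of CPM before TMM scaling, their ratio would be the same in all 6 libraries. It ranged from 1.56 to 1.57 for Fbxo4 and from 4.52 to 4.75 for Map3k20, but from 1.64 to 2.27 for Chek2, so the FPKM of Chek2 moves between libraries in ways its count does not. The FPKM of Chek2 was highest in Control 2, where the ratio was lowest.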

Next, we investigated whether blocking EGFR signaling could reduce bacterial load and rescue bone destruction *in vivo*. Mice with implant associated osteomyelitis were treated with erlotinib or vehicle. Immunofluorescence staining revealed upregulation of p-EGFR levels in F4/80^+^ macrophages in the bone marrow of *S*. *aureus*-infected femurs of mice treated with vehicle, whereas erlotinib treatment suppressed it (S7A Fig). Importantly, erlotinib-treated mice had significantly reduced bacterial load in *S*. *aureus*-infected femurs compared with vehicle-treated mice (Fig 7A and 7B). Micro-CT imaging showed that erlotinib treatment significantly reduced reactive new bone formation around cortical bone and decreased cortical bone loss (Fig 7C–7E). Consistently, erlotinib-treated mice showed notably increased bone mineral density (BMD) and bone volume to total volume (BV/TV), primarily due to rescued trabecular bone number (Tb.N) (Fig 7C and 7F–7H). However, there were no changes in trabecular bone thickness (Tb.Th) and trabecular pattern factor (Tb.Pf) in erlotinib-treated mice compared with vehicle-treated mice (Fig 7I and 7J). Histological staining and histopathological score analysis confirmed the positive effect of erlotinib treatment on bone structure in mice with *S*. *aureus* osteomyelitis (S7B and S7C Fig). Specifically, vehicle-treated mice showed deformed femurs with extensive abscess formation in the bone cavity and loss of trabecular bone in the metaphyseal area, whereas erlotinib-treated mice had improved trabecular bone structure with limited abscess formation around the implant (S7A Fig). These data indicate that blocking EGFR signaling alleviates bacterial burden and improves bone structure.

**Fig 7:**
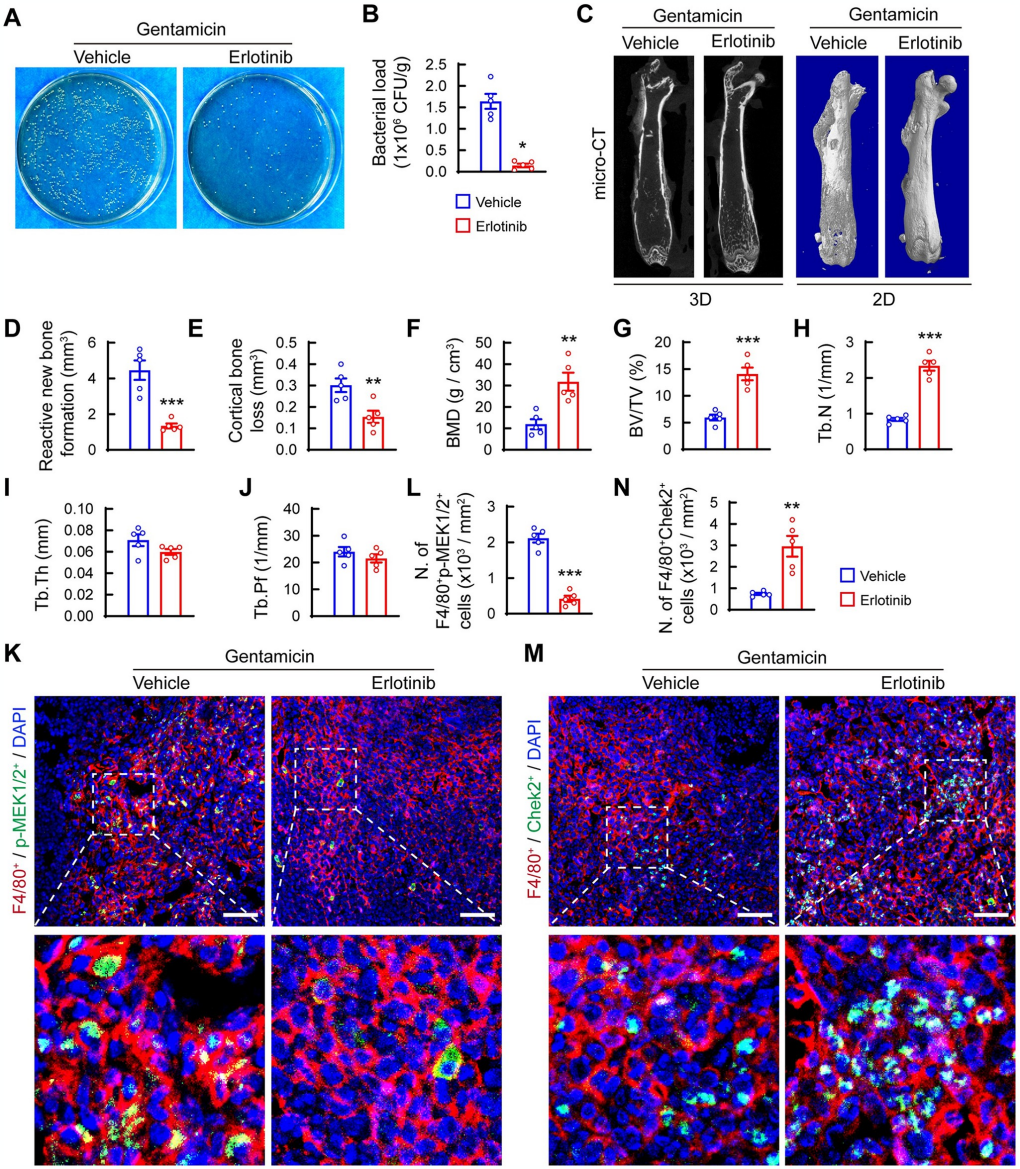
Blocking EGFR signaling reduces bacterial loading and bone microstructure in femurs infected with *S*. *aureus*. (A) Representative images and (B) Quantification of *S*. *aureus* colonies growing on an agar plate after recovery from infected femurs. (C) Representative 3D and 2D coronal micro-CT images and quantification of reactive new bone formation (D), cortical bone loss (E), bone mineral density (BMD) (F), bone fraction (BV/TV) (G), trabecular thickness (Tb.Th) (H), trabecular number (Tb.N) (I), and trabecular bone pattern factor (Tb.Pf) (J). n = 5/group. (I) Representative images and (J) Quantification of immunofluorescence staining for F4/80^+^ (red) and p-MEK1/2^+^ (green) cells in *S*. *aureus*-infected femurs of mice treated with erlotinib and vehicle. Scale bars, 50μm. n = 5/group. (K) Representative images and (L) Quantitative analysis of F4/80^+^ (red) and p-MEK1/2^+^ (green) cells in *S*. *aureus*-infected femurs of mice treated with erlotinib and vehicle. Scale bars, 50μm. n = 5/group. (M) Representative images and (N) Quantitative analysis of F4/80^+^ (red) and Chek2^+^ (green) cells in *S*. *aureus*-infected femurs of mice treated with erlotinib and vehicle. Scale bars, 50μm. n = 5/group. ** *p* < 0.01, *** *p* < 0.001. Statistical significance was analyzed by Student’s *t* test.

To confirm the role of EGFR signaling in the MEK1/2 pathway, we evaluated its expression in vehicle- and erlotinib-treated mice with *S*. *aureus* osteomyelitis. Immunofluorescence staining showed that erlotinib treatment substantially decreased p-MEK1/2 levels in F4/80^+^ cells (Fig 7K and 7L). We then evaluated whether inhibiting EGFR signaling could rescue Chek2 expression in macrophages. Results showed that erlotinib treatment markedly restored decreased Chek2 expression in *S*. *aureus*-infected femurs (Fig 7M and 7N). Together, our findings indicate that *S*. *aureus* infection may activate EGFR-MEK1/2 signaling, thereby suppressing mitochondrial ROS levels by downregulating Chek2 expression, leading to the progression of *S*. *aureus* osteomyelitis in mice.

## Discussion

Macrophages are essential components of the first line of host defense against *S*. *aureus* infection. However, *S*. *aureus* employs multiple self-defensive strategies to survive within and escape macrophages, the mechanism of which remains largely unexplored. Here, we demonstrate that blocking the EGFR-MEK1/2 pathway may be a promising strategy to strengthen host defense against *S*. *aureus* osteomyelitis. Importantly, we uncover a previously unknown aspect of the EGFR-MEK1/2 cascade involved in intracellular survival of *S*. *aureus* in macrophages: suppression of mtROS production through downregulation of Chek2 expression, which reduces cell bactericidal activity. This study therefore identifies the EGFR-MEK1/2 cascade in macrophages as a critical target for the treatment of *S*. *aureus* osteomyelitis.

Recent studies have highlighted the important role of the MEK1/2 pathway in sustaining the replication of *Salmonella* and viruses in cells [33–35], emphasizing the critical function of MEK1/2 overactivation in infection propagation. Similarly, our current work further reveals the critical role of the MEK1/2 pathway in suppressing the bactericidal activity of macrophages. We show that overactivation of the MEK1/2 pathway leads to reduced mtROS levels, impairing the bactericidal function of macrophages. Moreover, blocking the MEK1/2 pathway reduces bacterial load and mitigates bone destruction in mice with osteomyelitis, suggesting that targeting the MEK1/2 pathway may be a potential therapeutic approach to restore compromised immunity in chronic *S*. *aureus* osteomyelitis. It is important to note that abnormal activation of this pathway has also been linked to inflammatory tissue lesions, and blocking MEK1/2 is believed to alleviate pro-inflammatory responses [17,35,36]. Contrary to this belief, we observed that blocking the MEK1/2 pathway led to further upregulation of inflammatory factors in *S*. *aureus*-infected BMDMs *in vitro*. Therefore, the notable improvement in bone structure by blocking the MEK1/2 pathway in the femurs of mice with *S*. *aureus* osteomyelitis is likely due to the enhanced bactericidal activity of macrophages in the bone.

Our finding that EGFR signaling is activated by *S*. *aureus* in BMDMs is both surprising and interesting. EGFR, a transmembrane protein with tyrosine kinase activity, is ubiquitously expressed in various cells and aberrantly activated in lung cancer, colorectal cancer, and other diseases [37]. Increasing evidence supports the pivotal roles of EGFR signaling in pathogenic bacterial infection, such as invasion of *Serratia proteamaculans* into m-Hela cells [38], induction of inflammation in epithelia cells in response to *Candida albicans* infection [39], and activation of inflammatory responses in macrophages by *Helicobacter pylori* infection [40]. Our current findings reveal a novel role of EGFR signaling upon *S*. *aureus* infection: its overactivation is associated with reduced bacterial killing activities in macrophages. Additionally, our studies demonstrate that activation of EGFR signaling by *S*. *aureus* may lead to downregulation of mtROS levels and reduction of macrophage bactericidal function via the MEK1/2 pathway. However, the MEK1/2 pathway is also a key mediator of TLRs signaling-mediated innate immune responses [41]. Supporting this, our data indicate that TLR2 signaling is required to activate the MEK1/2 pathway in the context of *S*. *aureus* infection. Although studies have reported mutual activation between EGFR and TLR signaling in the presence of microbe [42,43], we have not observed inhibition of EGFR signaling by blocking TLR2 during *S*. *aureus* challenge. Therefore, it is reasonable to presume that EGFR and TLR2 signaling may independently regulate the MEK1/2 pathway in response to *S*. *aureus* infection.

Accumulating evidence indicates that mtROS is a critical component of antimicrobial responses in macrophages [22,44,45]. Supporting this, our previous study showed that prolonged infection (12 h or longer) leads to a dramatic decline in mtROS levels and reduced bactericidal activity in macrophages [23]. Our current data further identify Chek2, a positive regulator of mtROS production [29], is negatively regulated by the EGFR-MEK1/2 cascade during *S*. *aureus* infection. Despite the pivotal role of mtROS in the antimicrobial functions of innate immune cells, a strong mtROS signal is critical for the proinflammatory response, which can damage cells and tissues during infection [46–48]. Our data reveal that EGFR signaling and MEK1/2 may collaboratively regulate mtROS levels and bactericidal function of macrophages via Chek2 while differentially control inflammatory responses upon *S*. *aureus* infection. It is important to note that while blocking TLR2 with C29 significantly suppresses p-MEK1/2 levels, it also decreases mtROS production and impairs the bactericidal function of macrophages during persistent *S*. *aureus* infection. This indicates that TLR2 is crucial for maintaining macrophage antimicrobial function through pathways other than MEK1/2.

## Conclusion

The current study has extended our understanding of the critical role of EGFR-MEK1/2 cascade in the persistent infection of *S*. *aureus* in macrophages. By blocking the MEK1/2 pathway both *in vivo* and *in vitro*, we identified MEK1/2 as a hub pathway in negatively regulating mtROS levels and compromising the bactericidal function of bone marrow macrophages during *S*. *aureus* infection. Although the precise mechanism by which the MEK1/2 pathway inhibits Chek2 expression and suppresses mtROS production requires further investigation, our data suggest that downregulation of Chek2 expression in cells contributes to reduced mtROS levels and subsequently suppressed bactericidal function of macrophages. Taken together, our findings indicate that over activation of the EGFR-MEK1/2 cascade may be a core event in suppressing bactericidal function during *S*. *aureus* infection. Therefore, targeting this pathway may represent a promising avenue for breakthrough therapies for *S*. *aureus* osteomyelitis.

## Materials and methods

### Bacteria culture

The *S*. *aureus* used in this study was isolated from an osteomyelitis patient, as previously described [27]. *S*. *aureus* strains were maintained at -80°C in tryptic soy broth (TSB) containing 25% (v/v) glycerol. They were cultured from cold storage by plating on tryptic soy agar (TSA) at 37°C. A single clone of *S*. *aureus* was selected and cultured in TSB by shaking at 200 rpm for 16–18 h before being collected by centrifugation at 2500g for use *in vitro* and *in vivo* infection experiments. After resuspension in phosphate buffered saline (PBS), *S*. *aureus* strains were adjusted to 1×10^8^ CFU/ml by measuring optical density at 600nm (OD_600_) of 0.5.

### Implant-associated *S*. *aureus* osteomyelitis mouse model and treatments

All mouse care and treatment procedures followed guidelines approved by the Animal Care and Use Committee of Southern Medical University Nanfang Hospital. Male C57BL/6 mice (8–10 weeks) were purchased from Southern Medical University Animal Center (Guangzhou, China). All mice were housed under standard conditions (23 ± 2°C, 12 hours light-dark cycle) with free access to water and food.

The mouse model of implant-associated *S*. *aureus* osteomyelitis was established as previously described [27]. Briefly, male C57BL/6 mice aged 10–12 weeks were anaesthetized with tribromoethanol (250 mg/kg). After exposing the right femur by blunt dissection, a small hole was drilled in the mid-shaft with a 27-gauge needle. A sterilized stainless pin, 2 mm in length, was inserted through the hole, followed by slow injection of 2 μl *S*. *aureus* suspension (1×10^5^ CFU/ml) or PBS (control group) into the intramedullary canal. The hole was seamed with bone wax, the incision was sutured and disinfected.

To evaluate the effect of MEK1/2 blocking on the progression of *S*. *aureus* osteomyelitis in mice, *S*. *aureus*-infected mice were randomly assigned to treatment with PD0325901 (0.2 mg/kg/day, i.p., #S1036, Selleck) or vehicle (5% dimethyl sulfoxide (DMSO) in normal saline) from day 5 post-infection. To assess the role of EGFR signaling in the pathogenesis of *S*. *aureus* osteomyelitis in mice, *S*. *aureus*-infected mice were randomly treated with erlotinib (10 mg/kg/day, i.p., #HY-1208, MCE) or vehicle (10% DMSO in corn oil) from day 5 post-infection. Gentamicin at 10 mg/kg had a poor killing effect on intracellular *S*. *aureus* in a mouse model of peritonitis [49], and our recent work showed that a substantial amount of *S*. *aureus* resides in *Lyz2*^*+*^ macrophages in the bone marrow of osteomyelitis mice treated with gentamicin at a dose of 20 mg/kg/d [50]. To investigate the role and mechanism of intracellular *S*. *aureus* in pathogenesis of osteomyelitis, all mice were treated with gentamicin (20 mg/kg/day, i.p.) from day 1 post-surgery to reduce the extracellular burden of *S*. *aureus* in infected femurs. The mice were euthanized on day 14 after surgery, and their implanted right femurs were collected for further analysis.

### Immunohistochemistry and immunofluorescence

For immunohistochemistry staining, femurs were fixed in 4% paraformaldehyde overnight, decalcified in 10% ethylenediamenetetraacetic acid (EDTA) solution for 10 days, and processed for paraffin-embedding. Four-μm-thick sections were placed on glass slide, deparaffinized, and rehydrated before antigen retrieval. Endogenous peroxidase activity was blocked by incubating sections in a 0.3% (v/v) hydrogen peroxide solution for 15 min. After blocking with goat serum for 1 h at room temperature, sections were incubated with phospho-MEK1/2 antibody (AF3385, Affinity, China) overnight at 4°C. Samples were then incubated in HRP-conjugated goat anti-rabbit secondary antibody (HA1001, Huabio, China) for 1 h. Peroxidase activity was revealed using a 3,3’-diaminobenzidine (DAB) kit (ZLI-9018, ZSGB-BIO, China) and nuclei were counterstained with hematoxylin (H-3404-100, Vector, USA). Image pro plus 6.0 was used to analyze the integrated optical density of p-MEK1/2 in the bone marrow.

For immunofluorescence staining, bone cyosections were thawed, washed with PBS, and permeabilized using 0.1% Triton-X100 in PBS (0.1% PBST) for 10 min. After incubation in blocking buffer (10% normal goat serum, 0.1% PBST), sections were incubated with primary antibodies in blocking buffer overnight at 4°C. The primary antibodies used were rabbit anti-*S*. *aureus* antibody (Ab20920, Abcam, USA), rat anti-F4/80 antibody (MCA497GA, BIO-RAD, USA), rabbit anti-MEK1/2 (phosphor-S218/222) (BS4733, Bioworld, China), rabbit anti phosphor-EGFR (Tyr1068) (3777s, Cell signaling Technology, USA), and mouse anti-TOM20 monoclonal antibody (66777-1-lg, Proteintech, Wuhan, China). After being washed three times, sections were stained with Anti-rabbit IgG(H+L) Alexa Fluor 488 Conjugate (4412s, Cell Signaling Technology, USA), Goat anti-Rat IgG (H+L) Alexa Fluor 594 (ab150160, Abcam, USA), or goat anti-mouse IgG (H+L) Alexa Fluor 488 Conjugate (4408s, Cell Signaling Technology, USA) in blocking solution at room temperature for 1 h. Nuclei were counterstained with a 4′,6-diamidino-2-phenylindole (DAPI) solution (E607303-0002, BBI Life Science, Shanghai, China).

For immunofluorescence labeling in cell cultures, cells were washed with PBS three times before fixation in 4% paraformaldehyde for 10 min. After washing in PBS, cells were incubated in blocking buffer at room temperature for 1 h, followed by incubation with rabbit anti-checkpoint kinase 2 (Chek2) primary antibody (13954-1-AP, Proteintech, China) and mouse anti-TOM20 monoclonal antibody (66777-1-lg, Proteintech, Wuhan, China) overnight at 4°C. The following day, after washing in 0.1% PBST, cells were incubated with CoraLite594-conjugated goat anti-rabbit IgG (H+L) (SA00013-4, Proteintech, China) and goat anti-mouse IgG (H+L) Alexa Fluor 488 Conjugate (4408s, Cell Signaling Technology, USA) for 2 h. DAPI was used to label nuclear DNA. Image Z-stacks were obtained using a fluorescence microscope (Zeiss, LSM980, Baden-Württemberg, Germany).

### Microcomputed tomography (micro-CT)

Bone destruction and new bone formation were assessed using micro-CT imaging with Skyscan (Bruker, New York, USA). Each femur was imaged at a pixel size of 9 μm, with a voltage of 70 kV, a current of 145 mA, and an integration time of 300 ms. The 3D reconstruction images were processed using Image Processing Language V5.15 software. To evaluate cortical bone destruction and reactive bone formation, the region of interest (ROI) was centered in the middle of the femur, where the pin was implanted. To analyze changes in trabecular bone microstructure in the distal femur, the lower border was set 0.5 mm away from the growth plate, and the upper border was defined as 2 mm from this position longitudinally. Parameters such as cortical bone loss, reactive new bone formation, bone mineral density (BMD), bone volume/tissue volume (BV/TV), trabecular thickness (Tb.Th), trabecular number (Tb.N) and trabecular bone pattern factor (Tb.Pf) were measured using SkyScan1176 software.

### Histological analyses

Tibias and femurs were fixed in 4% paraformaldehyde for 48 h, decalcified in 10% EDTA solution for 10 days, and processed for paraffin-embedding. Hematoxylin-eosin (H&E) staining was performed following standard procedures. Histopathological signs of osteomyelitis were scored using the methods described by Smeltzer et al. [51], based on the presence of acute intraosseous inflammation, chronic intraosseous inflammation, periosteal inflammation, and bone necrosis, each graded on a scale of 0–4.

### Bacterial burdens in implanted-femurs

Fourteen days post-infection, mice were anaesthetized with tribromoethanol (250 mg/kg) and euthanized by cervical dislocation, implanted femurs were dissected free of soft tissue, and after removal of intramedullary implants, femurs were homogenized in 1 ml PBS. *S*. *aureus* burdens were determined by plating serial dilutions of homogenate on TSA plates. After 12 h of incubation at 37°C, bacterial colonies were imaged and counted using ImageJ software (V1.8.0, National Institute of Health).

### Isolation and culture of bone marrow-derived macrophages (BMDMs)

BMDMs were prepared from 8–10 weeks old C57BL/6 mice following established protocols [23]. Mice were euthanized by cervical dislocation, and bone marrow cells were flushed from the femora and tibiae. After lysis of red blood cells with ACK lysis buffer, bone marrow cells were cultured and differentiated in RPMI-1640 medium supplemented with 30% L929 conditioned medium, 10% fetal bovine serum, and 1% penicillin/streptomycin. Cells were seeded at a density of 2.0×10^6^/ml in 12-well or 6-well plates for 7 days, with medium refresh every 2 days. On day 8 of differentiation, the cells were treated for further analysis.

### Western blotting

To evaluate upstream signals involved in activating MEK1/2 pathway of BMDMs in response to *S*. *aureus* challenge, cells were pretreated with 5 μM ML130, 5 μM GSK717, 0.5 μM GSK2983559, 10 μM NOD-IN-1, 5 μM CU-CPT9a, 1 μM E6446, or the same volume of vehicle (DMSO, final dilution ratio: 1/1000) for 1 h, followed by *S*. *aureus* (MOI = 10) infection. Control cells were treated with DMSO (1/1000) for 1 h, followed by PBS (vehicle for *S*. *aureus* suspension, 7.5% in medium) for 30 min. Cells were lysed with radio immunoprecipitation assay (RIPA) lysis buffer, and whole-cell lysates were harvested. Protein samples were separated on 10% SDS-polyacrylamide gels by electrophoresis, transferred to polyvinylidene difluoride membranes, and blocked with 5% skim milk. Blots were incubated with one of the following primary antibodies overnight at 4°C. The primary antibodies used in this study were rabbit anti-MEK1/2 (phosphor-S218/222) (ET1609, HUABIO, China), rabbit anti-MEK1/2 (8727T, CST, USA), rabbit anti-Phospho (Y1092)-EGFR (ET1606-44, Huabio, Hangzhou, China), mouse anti-p-Tyr (PY20) (sc-508, Santa Cruz, USA), rabbit anti-EGFR (ET1603-37, Huabio, Hangzhou, China), rabbit anti-NOX2 (19013-1-AP, Proteintech, Wuhan, China), rabbit anti-p22 (DF10099, Affinity, China), rabbit anti-p47 (AF5220, Affinity, China), rabbit anti-phospho-p47 (CSB-PA050089, CUSABIO, Wuhan, China), rabbit anti-p67 (15551-1-AP, Proteintech, Wuhan, China), rabbit anti-p40 (DF6820, Affinity, China), mouse anti-β-Actin (66009-1-lg, Proteintech, Wuhan, China), and rabbit anti-GAPDH (ET1601-4, Huabio, Hangzhou, China). Next, blots were incubated with HRP-conjugated Goat anti-Rabbit secondary antibody (HA1001, Huabio, Hangzhou, China) or HRP-conjugated Goat anti-Mouse IgG (HA1006, Huabio, Hangzhou, China) for 1 hour at room temperature. Chemiluminescent signals were developed in Immubilon Western Chemilum HRP substrate (WBKLS0500, Merck Millipore, Germany), and detected with a BLT multifunctional imaging station (GelView 6000 Pro, Biolight Biotechnology Co. Guangzhou, China). Band intensities were quantified using ImageJ software (V1.8.0, National Institute of Health). The band intensities of each protein were normalized to GAPDH or β-Actin.

### Bacterial phagocytosis and killing capability

To measure phagocytosis, BMDMs were pretreated with 1 μM PD0325901 (S1036, Selleck, China), 10 μM erlotinib (HY-50896, MedChemExpress, China), 100 μM C29 (HY-100461, MedChemExpress, China), or the same volume of vehicle (DMSO, final dilution ratio: 1/1000) for 1 h. Subsequently, the BMDMs were incubated with *S*. *aureus* at multiplicity of infection (MOI) of 10 for an additional 1 h. After washing with PBS, non-phagocytosed bacteria were eliminated using 20 μg/mL lysostaphin and 50 μg/mL gentamicin. Cells were then lysed in 0.1% (v/v) Triton-100, and serial dilutions were plated on TSA plates to enumerate bacterial colonies.

For evaluating intracellular bacterial killing capacity, after the removal of extracellular bacteria, infected BMDMs were cultured in medium containing 1% penicillin & streptomycin for 1, 4 or 12 h, with or without 1 μM PD0325901, 10 μM erlotinib, or 100 μM C29. At the indicated time points, cells were lysed, and diluted aliquots were spread on TSA plates. Bacterial colonies were counted after overnight incubation at 37°C.

### Mitochondrial radical oxygen species (mtROS) analysis

Mitochondrial ROS levels were detected using MitoSOX Red (Invitrogen, Massachusetts, USA) and MitoTracker Green (Invitrogen, Massachusetts, USA), following manufacturer instructions. Hoechst33342 (Solarbio, Beijing, China) was used to label nuclear DNA. Images were captured from 4–6 randomly selected fields using confocal laser microscopy (Zeiss, LSM980, Baden-Württemberg, Germany). Data analysis was performed with Image J software (V1.8.0, National Institute of Health).

### RNA sequencing and data analysis

Our previous RNA sequencing data from femurs of mice with *S*. *aureus* osteomyelitis and controls, deposited in Gene Expression Omnibus (GEO) database (assessing number: GSE166522) were analyzed. Differentially expressed genes (DEGs) (*p* value < 0.05, and │Log_2_(fold change)│>1) were subjected to Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses using clusterProfiler R package (Version 3.6.2). GO and KEGG terms with adjusted *p* values of < 0.05 were considered significant enrichment.

For RNA sequencing in BMDMs, cells were infected with *S*. *aureus* at a MOI of 10 for 1 h, followed by treatment with 20 μg/mL lysostaphin and 50 μg/mL gentamicin to remove extracellular bacteria. After three washes with PBS, BMDMs were cultured for an additional 24 h. Afterwards, cells were washed with PBS, lysed in Trizol (9108, Takara, Japan), and sent to OmicShare (Guangzhou, China) for next-generation sequencing. RNA was quality-assessed with Agilent 2100 (Agilent, USA) using RNA 6000 Nano kit (5067–1511, Agilent, USA), with RNA integrity number above 9 for library construction. RNA samples from three independent experiments were used for library construction following the protocol of Illumina NovaSeq 6000 platform and sequenced using a Thermal Cycler (Eastwin, Suzhou, China) with HighSensitivity DNA assay Kit (5067–4626, Agilent, USA). FASTq sequencing files were aligned to the mouse reference genome (GRCm38, mm10) using STAR aligner for further analysis. DEGs between *S*. *aureus* infected and control BMDMs were identified using limma package (3.54.0). 

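By edgeR's quasi-likelihood test, 3237 of the 11424 tested genes passed the paper's threshold, 1408 with higher and 1829 with lower counts in infected BMDMs, so that 56.5% of them were lower. The paper's threshold uses an unadjusted p. With a Benjamini-Hochberg adjusted p below 0.05 from the same test and the same minimum change, the count was 3234. Whatever the size of the change, 8620 genes had an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4305 of them higher and 4315 lower. The groups did not overlap in 8886 of the tested genes (77.8%), against 10% by chance with 3 libraries against 3. limma-voom, from the paper's package, put 3243 genes past the threshold on the same counts. The balance of higher and lower genes depended on the scaling. With library sizes alone 3946 genes passed and 75.3% of them were lower, with upper-quartile factors 3491 passed and 68.1% were lower, and with limma on log2(FPKM + 0.1) 3708 passed and 74.3% were lower. In the authors' deposited table, 4063 of all 22322 listed genes pass the same threshold, 1172 higher and 2891 lower (71.2% lower). The fold change there is a ratio of mean FPKM, and 3724 of the 4063 genes were among those tested here. Of the 3237 genes called here, 2780 (85.9%) are among the authors' calls. Among genes with a mean of at least 10 CPM whose groups did not overlap, the largest rises were those of Nos2 (log2 fold change 10.53), Saa3 (10.44), Fpr2 (10.38), Fpr1 (10.37) and Cfb (10.36). Nos2, Fpr2 and Fpr1 had 3 to 19 counts per Control library, so this order is imprecise. Across 19 alternatives the lowest values were 7.56 for Nos2, 9.87 for Saa3, 7.92 for Fpr2, 7.30 for Fpr1 and 8.70 for Cfb. Among the same genes, the largest falls were those of Rasgrp3 (-8.39), Nptx1 (-8.22), Sox4 (-6.60), Lama3 (-6.28) and St6gal1 (-5.78). Rasgrp3 had 3 to 8 counts per infected library, so the order of the falls is imprecise too. The first principal component of log2 CPM held 94.3% of the variance and parted infected from Control libraries.

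**Figure D2:**
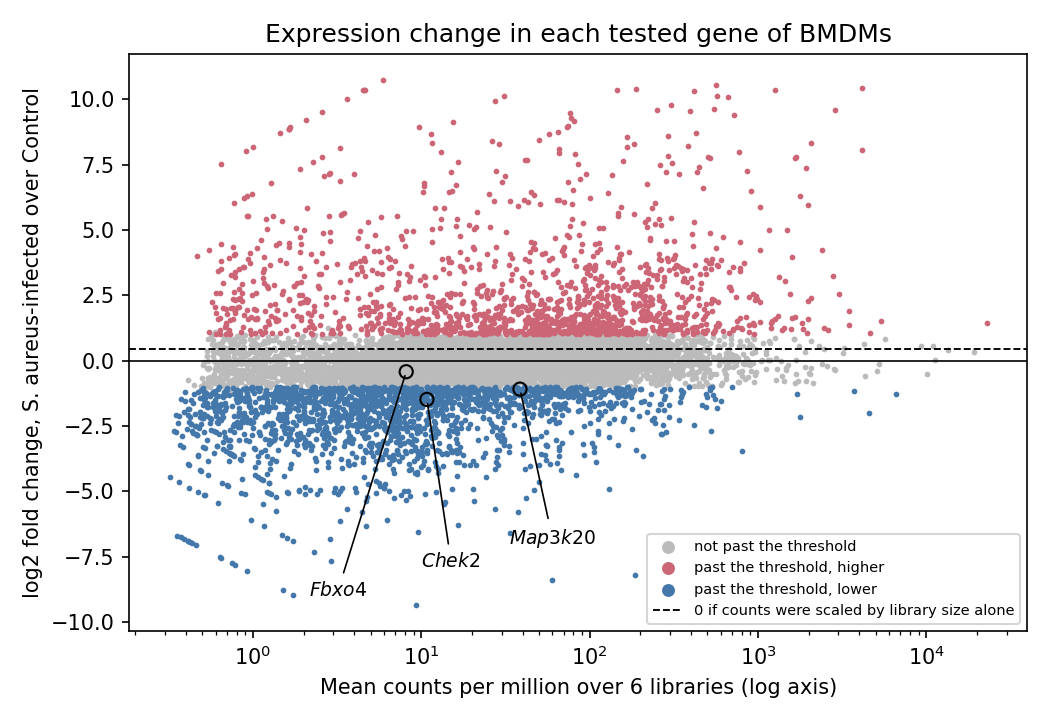
Mean CPM over 6 libraries (log axis) against the log2 fold change of infected over Control BMDMs for each of the 11424 tested genes. Red and blue dots are the 1408 higher and 1829 lower genes past the threshold, and circles mark Map3k20, Chek2 and Fbxo4. The dashed line is where 0 would lie with library sizes alone, 0.45 above the solid line.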

GO analysis of DEGs (*p* value < 0.05, and │Log_2_(fold change)│>1) was performed with the clusterProfiler package (Version 4.7.1) in R platform (Version 4.2.3, https://www.r-project.org/). Terms with adjusted *p* values < 0.05 were considered significantly enriched. Heatmap was plotted using the pheatmap R package (version 1.0.12).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 8 (GraphPad Software, California, USA) or SPSS 26.0 (IBM, New York, USA). Quantifications were based on at least three independent experimental groups. Data were expressed as mean ± standard error of mean (SEM). Significant differences between two groups were evaluated by the Student’s *t* test or Mann-Whitney *U* test. One-way ANOVA with Tukey’s or Dunnett *post-hoc* test was used to compare multiple groups. A value of *p* < 0.05 was considered statistically significant.

## Supporting information

S1 Fig Expression levels of phosphorylated MEK1/2 (p-MEK1/2) in left femurs of *S*. *aureus* osteomyelitis mice and control mice. (A) Representative images of immunofluorescence staining for F4/80^+^ (red) and p-MEK1/2^+^ (green) cells in femoral bone marrow. (B) Quantification of the number of F4/80^+^p-MEK1/2^+^ cells in the field of view. Scale bars, 50 μm. n = 5/group, Student’s *t* test.
(TIF)

S2 Fig PD0325901 treatment enhances the bactericidal function of BMDMs against *S*. *aureus*. (A) Representative images of *S*. *aureus* colonies for phagocytosis assay. (B) Representative images of *S*. *aureus* colonies for the bactericidal assay. (C) Representative western blot images and (D) Quantification of relative levels of p22phox, p-p47phox, p47phox, p67phox, and p40phox. n = 5/group, one-way ANOVA with Tukey’s *post-hoc* test was used.
(TIF)

S3 Fig Inhibition of TLR2 signaling using C29 blocks the upregulation of p-MEK1/2 levels by *S*. *aureus* infection. (A) Representative images and (B) Western blot quantification for p-MEK1/2 and MEK1/2. n = 5/group, *p < 0.05, **p < 0.01, one-way ANOVA with Dunnett’s *post-hoc* test was used.
(TIF)

S4 Fig Inhibition of EGFR signaling restores mitochondrial ROS (mtROS) production and increases bactericidal function. (A) Representative images of western blots and (B) Quantification of p-EGFR levels relative to total EGFR in BMDMs infected by *S*. *aureus* (MOI = 10) for the indicated time. n = 7/group. * *p* < 0.05 versus control, one-way ANOVA with Tukey’s *post-hoc* test used. BMDMs were pretreated with 10 μM erlotinib or vehicle (DMSO) for 1h, followed by *S*. *aureus* challenge for the indicated time. (C) Representative image of *S*. *aureus* colonies for phagocytosis assay. (D) Representative images of intracellular colonies of *S*. *aureus* for the bactericidal assay. BMDMs were infected with *S*. *aureus* at MOI of 10 for 1 h. After removing non-phagocytosed extracellular bacteria, cells were treated with 10 μM erlotinib or vehicle (DMSO) for the indicated time points. (E) Representative images and (F) Quantification of mtROS in BMDMs detected using MitoTracker Green and MitoSOX Red. Nuclei were stained with Hoechst 33342. Cells were infected with *S*. *aureus* (MOI = 10) for 1 h. After removing non-phagocytosed extracellular bacteria, cells were treated with 10 μM erlotinib or vehicle (DMSO) for 12 h and 24 h. Scale bars, 10 μm. n = 3/group. ** *p* < 0.01, Student’s *t* test was used. (G) Representative images of intracellular colonies of *S*. *aureus* for the bactericidal assay.
(TIF)

S5 Fig The effect of blocking MEK1/2 and EGFR signaling on the mRNA expression of IL-1β (A), IL-6 (B), and TNF-α (C). BMDMs were infected with *S*. *aureus* at MOI of 10 for 1 h. After removing non-phagocytosed extracellular bacteria, cells were treated with 10 μM erlotinib, 1 μM PD0325901, or vehicle for 12 h. n = 8/group, * *p* < 0.05, ** *p* < 0.01, one-way ANOVA with Dunnett’s *post-hoc* test used.
(TIF)

S6 Fig Blocking TLR2 does not affect phagocytosis but suppresses the bactericidal function of BMDMs. (A) Representative image of intracellular colonies of *S*. *aureus* for phagocytosis assay. (B) Representative images of intracellular colonies of *S*. *aureus* for bacterial killing assay.
(TIF)

S7 Fig Blocking EGFR signaling improves bone structure in *S*. *aureus*-infected femurs. (A) Representative images of immunofluorescence staining for p-EGFR in F4/80^+^ macrophages in the right femoral bone marrow of *S*. *aureus*-infected mice treated with erlotinib or vehicle, and control mice without infection. (B) Representative images of H&E staining for *S*. *aureus*-infected femurs from mice treated with erlotinib and vehicle. (C) Quantification of histopathological changes using the scoring system established by Smeltzer et al [51]. Blue arrows show trabecular bone with empty lacunae, green arrows show erosion in cortical bone, and black arrows show reactive new bone formation around cortical bone. Scale bar, 100 μm. n = 5/group, **p < 0.05, Mann Whitney test.
(TIF)

S1 Data Source data used to generate all the graphs in this article. File containing source data for all graphs generated in this article. Each sheet is labeled with the corresponding figure panel.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

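The data were counts of RNA-seq reads on genes in BMDMs, 3 Control libraries and 3 libraries from BMDMs infected with *S. aureus*, which the methods describe as independent experiments. The authors aligned the reads to GRCm38 with STAR. They deposited raw counts per gene and library without normalization, and the files were checked to hold whole numbers with a different total in each library. The paper's text does not name the counting program or the annotation release. The authors also deposited FPKM values per library, rounded to 2 decimals, and the mean FPKM of each group, in which a mean of 0 is given as 0.001. Their deposited log2 fold change equals the log2 of the infected over the Control mean FPKM in 100% of the table, within 0.001. The authors deposited a p-value and an FDR for each gene, and the methods name limma for the comparison. Of the 22322 genes listed, 6404 had no count in any library and 16 carried no symbol. Identifiers of 22267 matched GENCODE M21, which gave positions, GC content and exon length.

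Total counts per library were 19642068, 16752539 and 16241766 in Control 1, 2 and 3 and 16234016, 18082664 and 19576197 in infected 1, 2 and 3. The 10 most abundant genes held 11.7% to 12.1% of the counts of a library. All 6 libraries were mapped to a group by their labels. Replicates of the same group differed by more than counting noise, with a chi-square per degree of freedom of 3.32 to 7.56 between pairs, so that no library is a copy of another.

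Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with few counts were removed by filterByExpr, libraries were scaled by TMM, and infected and Control libraries were compared by the quasi-likelihood test with Benjamini-Hochberg adjustment over the 11424 genes left. The paper's threshold of an unadjusted p below 0.05 and an absolute log2 fold change above 1 was used for counts of differentially expressed genes, with the adjusted count beside it. CPM are given with the TMM factor applied. The exact permutation tests covered every split of the 6 libraries into 3 and 3 and were two-sided, with a smallest possible p of 0.1. Values per library and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

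The genes named in the text were those the paper names, the 5 largest rises and the 5 largest falls among genes with an adjusted p below 0.05, a mean of at least 10 CPM and no overlap between groups, all members of the lists of EGFR family and ligands, DNA damage checkpoint and NADPH oxidase, and the 2 largest rises and 2 largest falls of every other list. Not every gene under this rule is reported. The values of Fig. 6 had been seen when the rule was written. The 14 lists of genes were S phase, G2/M phase, inflammatory response, interferon response, ERK targets, EGFR family and ligands, DNA damage checkpoint, NADPH oxidase, mitochondrially encoded genes, nuclear respiratory chain, control of mitochondrial ROS, neutrophil markers, fibroblast markers and macrophage markers. The S and G2/M phase lists are those of the Seurat package with human symbols written in mouse form, and the others were compiled by hand. H2afx was matched through its GENCODE M21 symbol. Atp5o is listed more than once in the deposited table, and the entry with the larger total was used. Lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01 between genes, two-sided, with Benjamini-Hochberg adjustment over the lists. Each list's median log2 fold change was placed among 10000 random lists of the same size matched on mean expression.

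The gene lists, the comparisons, the rule for named genes and most of the alternatives were fixed before the data were examined. These alternatives were RLE size factors, upper-quartile factors and library sizes alone in place of TMM, DESeq2 1.42.0 and limma-voom in place of the quasi-likelihood test, no filter (at least 1 count) and a mean of at least 1 CPM in place of filterByExpr, the replicate number as a block, each library left out in turn, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), other thresholds, and camera with an estimated correlation and fry for the lists. Chosen after seeing the data were the removal of each library's trend on GC content and gene length by a loess offset (span 0.5), the thinning of every library to 16234016 counts, DESeq2 without a filter, the other scalings for the lists, and the other tests and units for the rank of Chek2.

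The tests were also run on simulated counts, with means, library sizes and a common dispersion taken from the real counts. For the comparison of infected with Control BMDMs, counts were drawn for 11424 genes with 200 changed by known folds. The changed genes were not low in counts, and their changes, in either direction, exceeded the paper's minimum. The quasi-likelihood test recovered 100% of the 200, with 4.76% of its calls false and a median error of 0.0714 in the log2 fold change. This does not show how the test performs on smaller changes, on low counts or where most genes change and TMM factors differ between groups. Venn counts that need the full GO graph and the paper's experiments other than RNA sequencing were not analysed here.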

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

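The tests of composition, of fibroblast and neutrophil markers and of nuclear respiratory chain genes, the removal of GC content and length trends, and the other scalings of the lists were chosen after these results were seen.

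Genes of the S phase list, none of which the paper names, had a median log2 fold change of -1.53, with 41 of 43 tested genes lower. Of these 43, 39 had an adjusted p below 0.05 both adjusted over the list alone and over all genes. The median of the G2/M phase list was -2.70, with 50 of 54 genes lower and 53 of 54 past an adjusted p of 0.05 on either adjustment. camera with a preset correlation and Benjamini-Hochberg adjustment over the lists gave adjusted p = 1.13e-09 for the S phase list and 1.47e-10 for the G2/M phase list. Rrm2 (log2 fold change -4.45) and Clspn (-4.08) fell most in the S phase list, and Cenpf (-4.97) and Anln (-4.90) in the G2/M phase list. Clspn is also on the DNA damage checkpoint list. With GC content and length trends removed, the larger of the medians was -1.66, which argues against such a bias as the whole cause. A larger share of counts taken by induced genes would lower all genes alike, but the larger of the medians lay 1.52 below the median of all genes (distance -1.52). Of the 8 fibroblast markers 6 had counts enough to be tested in these BMDM libraries, and 5 of these 6 were lower. Fewer fibroblasts as the whole cause would lower them as far as the cell cycle genes, but the lowest, Postn, had a log2 fold change of -0.67. The exception, Dcn, rose (4.64) from 0.589 CPM in Control. Fewer fibroblasts as a part of the cause stay open. A lower rate of division in the infected BMDMs, an earlier loss of dividing cells and differences in how the cultures were handled stay open, and no value here parts them.

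Interferon response genes had a median log2 fold change of 7.25, with 15 of 15 genes higher and all 15 past an adjusted p of 0.05, adjusted over the list alone and over all genes. camera with a preset correlation and Benjamini-Hochberg adjustment over the lists gave adjusted p = 7.64e-10. Rsad2 (8.33) and Ifit1 (7.99) rose most. With GC content and length trends removed, the smaller median of the interferon and inflammatory lists was 6.90. Neutrophils in the infected cultures would bring abundant neutrophil transcripts, but the highest mean of such a marker in infected libraries was that of S100a8, at 7.12 ± 1.02 CPM (SD, n = 3), and S100a9 stood at 0.0672 CPM. An interferon response of the macrophages to infection may account for the rise, a hypothesis from the same libraries that was not tested further.

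Targets of ERK, the kinase below MEK1/2, had a median log2 fold change of -1.08, with 10 of 14 tested genes lower and 13 of 14 past an adjusted p of 0.05, adjusted over the list alone and over all genes. camera with a preset correlation and Benjamini-Hochberg adjustment over the lists gave adjusted p = 0.0381. Myc (-3.32) and Egr1 (-2.64) fell most, while Ier3 (4.32) and Dusp4 (0.77) rose. The call was lost without Control 2 (adjusted p = 0.0505 by camera with Benjamini-Hochberg adjustment). It was lost with upper-quartile factors as well, where the median was -1.34 (adjusted p = 0.171 by camera with Benjamini-Hochberg adjustment), and with library sizes alone, where it was -1.53 (adjusted p = 0.350 by camera with Benjamini-Hochberg adjustment). The removal of GC content and length trends gave a median of -1.15. The distance from the median of all genes was -1.07, so that a shift common to all genes leaves the fall unexplained. Myc also regulates the cell cycle, so a lower ERK output and the fall of cell cycle genes both stay open, and the libraries were taken at 1 time.

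Mitochondrially encoded genes had a median log2 fold change of -0.34, with 12 of 13 genes lower and 12 of 13 past an adjusted p of 0.05, adjusted over the list alone and over all genes. The exception, mt-Co1, had a log2 fold change of 0.03, which turned to -0.42 with library sizes alone, -0.23 with upper-quartile factors and -0.45 with GC content and length trends removed. camera with a preset correlation and Benjamini-Hochberg adjustment over the lists gave adjusted p = 0.00999. With GC content and length trends removed, the median was -1.12, so the fall did not shrink. Over all genes this removal moved the log2 fold change by a median of 0.0857 in absolute value. It moved the median of this list much further, so the removal cannot decide whether such a trend plays a part. A joint fall of respiratory chain genes of both genomes stays open, since the nuclear respiratory chain list went both ways, with 12 of 37 genes lower and a median of 0.10 (adjusted p = 0.279 by camera with Benjamini-Hochberg adjustment), and its direction followed the scaling. With upper-quartile factors 23 of 37 were lower (median -0.16), with library sizes alone 33 of 37 (-0.35) and with GC content and length trends removed 23 of 37 (-0.061). With each library left out the median ranged from 0.067, without Control 2 and with 16 of 37 lower, to 0.20, without Control 1 and with 7 of 37 lower (adjusted p = 0.527 and 0.0726 by camera with Benjamini-Hochberg adjustment). The median of the mitochondrially encoded genes was -0.60 with upper-quartile factors and -0.79 with library sizes alone, where the median of all genes was -0.46. A lower number of mitochondria, a lower transcription of their genome and a different yield of their RNA stay open as well.

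camera with a preset correlation counts genes of a list as nearly independent. With the correlation estimated from these libraries no list had an adjusted p below 0.05 (0.152 for the S phase, G2/M phase and interferon lists, 0.216 for ERK targets and 0.552 for mitochondrially encoded genes, by camera with Benjamini-Hochberg adjustment). fry, which asks only whether the genes of a list changed, called all 5 lists (largest adjusted p = 0.00279 with Benjamini-Hochberg adjustment). Among 10000 random lists of the same size matched on mean expression, the medians of the S phase and G2/M phase lists lay at percentile 0, that of the interferon list at 100, that of ERK targets at 0.02 and that of mitochondrially encoded genes at 0.59.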

How the results depend on the processing

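Removal of GC content and length trends, thinning, DESeq2 without a filter, the other scalings of the lists, and the FPKM fits for the rank of Chek2 were chosen after seeing the data.

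Map3k20 and Chek2 kept their direction and an adjusted p below 0.05 under all 19 alternatives, with log2 fold changes from -1.54 to -1.03 and from -2.002 to -1.39. Fbxo4 stayed lower under the same 19, from -0.89 to -0.24, but its adjusted p ranged from 1.73e-04 to 0.201 and passed 0.05 in 5 of them. These were DESeq2 without a filter (log2 fold change -0.43, adjusted p = 0.0705 by DESeq2's Wald test with Benjamini-Hochberg adjustment) and the removal of Control 1, Control 3, infected 1 or infected 2. With each library left out, its log2 fold change ranged from -0.65 to -0.24, and fewer libraries give less precision. Under each of the 19, 2 of the 3 genes of Fig. 6B passed the paper's threshold.

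The count of genes past the paper's threshold was within 1.5 times 3237 under 21 of 22 alternatives, the exception being 1480 genes (705 higher, 775 lower) with an absolute log2 fold change above 2, which by construction keeps fewer genes. glmTreat against a change of 1 gave 2525. Adjusted counts ranged from 8092 to 9457. Of the genes past the threshold, 75.3% were lower with library sizes alone, 68.1% with upper-quartile factors, 68.9% with limma on log2(FPKM + 1) and 74.3% with limma on log2(FPKM + 0.1), against 56.5% with TMM, and the FPKM carry no correction for composition.

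The share of tested genes that fell as far as Chek2, 9.97%, was 14.7% with no filter and 9.00% with a mean of at least 1 CPM, where more or fewer genes were tested. It ranged from 9.85% to 11.3% with each library left out, and was 4.87% with limma on log2(FPKM + 1), 7.70% with limma on log2(FPKM + 0.1), 9.04% with GC content and length trends removed and 11.8% with DESeq2 without a filter. The cause was not tested.

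Of 195 values for the lists, 168 kept their direction and their side of the threshold. camera with an estimated correlation lost all 8 calls at unchanged medians: -1.53 for the S phase, -2.70 for the G2/M phase, 8.78 for the inflammatory, 7.25 for the interferon, -1.08 for the ERK target, -0.47 for the DNA damage checkpoint, -0.34 for the mitochondrially encoded and 1.02 for the macrophage marker list. fry kept these 8 and added NADPH oxidase (median 0.85), which also passed with no filter (0.82) and with GC content and length trends removed (0.72). The ERK target list lost its call with upper-quartile factors (-1.34), with library sizes alone (-1.53) and without Control 2, its median ranging from -1.13 to -1.02 with each library left out. The DNA damage checkpoint list lost its call with upper-quartile factors (-0.73) and library sizes alone (-0.92). The median of the EGFR family and ligands, over 3 tested genes and with no call, was 0.01 and changed sign with no filter (-0.10), upper-quartile factors (-0.25) and library sizes alone (-0.44). With each library left out it ranged from -0.31 to 0.17 and was above 0 only without Control 2 (0.17). More genes of this list were tested with no filter and without Control 1 or any infected library, so those medians rest on a different set of genes. The median of the nuclear respiratory chain list, also with no call, changed sign with upper-quartile factors (-0.16), library sizes alone (-0.35) and GC content and length trends removed (-0.061). The scalings shift all genes, by -0.45 with library sizes alone and -0.26 with upper-quartile factors, and beyond this the cause was not tested. The neutrophil marker list had 1 tested gene and no list test.

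For the other 95 genes compared under these alternatives, 1702 of 1805 values kept their direction and their side of the threshold, 34 lost and 27 gained an adjusted p below 0.05, and 42 values in 11 genes changed sign. With upper-quartile factors these were Egfr (-0.25), Mrpl36 (-0.19), Nbn (-0.038) and mt-Co1 (-0.23). With library sizes alone they were Egfr (-0.44), Tlr9 (-0.0088), Actb (-0.16), Mrpl36 (-0.38), Mki67 (-0.025), Erbb3 (-0.14), Nbn (-0.23) and mt-Co1 (-0.42). With limma on log2(FPKM + 1) they were Tlr9 (-0.053), Actb (-0.14), Mrpl36 (-0.32), Mki67 (-0.026), Erbb3 (-0.057), Atrip (-0.018), Nbn (-0.15) and mt-Co1 (-0.42). With limma on log2(FPKM + 0.1) they were Tlr9 (-0.089), Actb (-0.14), Mrpl36 (-0.35), Mki67 (-0.028), Erbb3 (-0.12), Atrip (-0.021), Nbn (-0.17) and mt-Co1 (-0.42). With GC content and length trends removed they were Mrpl36 (-0.34), Nbn (-0.026), H2afx (0.060), Cdc25a (0.021) and mt-Co1 (-0.45), and with no filter Egfr (-0.014). With each library left out, Egfr ranged from -0.21 to 0.17, H2afx from -0.17 to 0.051, Mrpl36 from -0.019 to 0.15 and mt-Co1 from -0.0075 to 0.057. Library sizes alone shift all genes by -0.45 and upper-quartile factors by -0.26, which accounts for the sign changes under these scalings. Beyond this the cause was not tested.

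With the replicate number as a block, 3236 genes passed the paper's threshold and 8513 an adjusted p below 0.05. The deviations of same-numbered libraries from their group means correlated at 0.00891, -0.0377 and -0.0770 across genes, which are not independent replicates. No effect shared by same-numbered libraries was thus visible, which leaves open whether the libraries were paired by design. The block changed the side of the threshold for Tlr9 and Lyz2 alone among these 95 genes and for no list. At these depths a gene with few counts, such as Egfr with 19 to 38 counts per library, gives no precise fold change (standard error 0.292).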

Differences from the paper's values

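The removal of GC content and length trends, thinning and DESeq2 without a filter, which are 3 of the 19 alternatives named below, were chosen after the results were seen.

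The paper shows the FPKM of Fbxo4 in Control BMDMs as about 3 in Fig. 6B, read by eye, and the deposited FPKM had a mean of 6.96 ± 0.950 (SD, n = 3). In infected BMDMs the paper's value is about 1.6 in Fig. 6B, read by eye, and the deposited FPKM had a mean of 3.78 ± 1.02 (SD, n = 3). Of the alternatives set before the data were examined, only leaving out a library changes an FPKM mean. The mean then ranged from 6.44 to 7.37 in Control and from 3.25 to 4.26 in infected BMDMs, and the difference from the paper's values remained in each case. Both values are on the FPKM scale, since the other genes of the panel match on it: Map3k20, about 13 and about 4.5 in Fig. 6B, read by eye, had 13.1 and 4.57, and Chek2, about 10 and about 2 in Fig. 6B, read by eye, had 9.91 and 2.38.

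The paper counts Fbxo4 among the differentially expressed genes that were lower after infection, with a minimum absolute log2 fold change of 1 in its methods. Here Fbxo4 had a log2 fold change of -0.42, so it was lower but did not reach that minimum. It did not reach it under any of the 19 alternatives, the lowest value being -0.89 with limma on log2(FPKM + 0.1). In the authors' deposited table its log2 fold change is -0.88 (p = 0.0369, FDR 0.0705). Map3k20 and Chek2 passed the threshold here and pass it in the authors' deposited table, with log2 fold changes of -1.52 and -2.06 there.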

Other observations

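The tests on the deposited p-values, the removal of GC content and length trends, thinning and DESeq2 without a filter were chosen after the results were seen.

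The fall of Chek2 was set against the fall of cell cycle genes. Of the S phase genes, 51.2% fell further than Chek2, which is not on that list, so its fall is consistent with being part of a wider fall of cell cycle genes. This is a comparison within the same libraries and leaves open whether Chek2 is regulated on its own. A larger share of counts taken by induced genes is argued against as the whole cause, since the median log2 fold change of all genes with library sizes alone was -0.46, against -1.94 for Chek2. With every library thinned to 16234016 counts, the log2 fold change of Chek2 was -1.51, and with GC content and length trends removed it was -1.65. A direct effect of EGFR and MEK1/2 on Chek2 was not tested by these libraries.

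With library sizes alone the median log2 fold change of all tested genes was -0.46. Without the 10 genes that gained most counts, among them Fth1, Saa3 and Clec4e (named after their values were seen), the median was still -0.38, so these few genes do not account for it. Those 10 genes held 7.38% of infected and 1.97% of Control counts. Leaving out the 100 genes that gained most gave a median of -0.19, and leaving out 500, which held 39.7% of infected and 14.5% of Control counts, gave 0.01. A broad induction of many genes may thus account for the shift, although the genes left out were chosen for their gain. A change in total RNA per cell stays open.

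The 6 libraries can be split into 3 and 3 in 10 ways. The real split put 3237 genes past the paper's threshold and the others 1 to 10, so 1 of 10 splits gave as many. With 10 splits the share cannot fall below 0.1, so the share itself cannot decide whether chance made this count. The size of the gap is a separate matter. With an adjusted p below 0.05, the real split had 8620 genes and the others 0. The groups did not overlap in 77.8% of the tested genes, against 10% by chance. Every other split put libraries of both groups on each side, so the difference between the groups widened the spread and left few calls. Genes of the same libraries are not independent, so the share without overlap is not separate evidence from each gene. These values describe the size of the gap and cannot exclude random differences between libraries as the source of the count.

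In the authors' deposited table the p-value of 279 genes is exactly 0. The methods name limma, but 2447 tested genes have a deposited p below 3.02e-22, the smallest that limma-voom or limma on FPKM gave here. DESeq2's Wald test was run on the counts of every gene with at least 1 count, and 15915 of these 15918 genes were compared. It gave the deposited p within 1% for all 15915 compared (100%), so that test can be the source of the p-values. The deposited log2 fold change is the ratio of mean FPKM and lies a median of 0.45 below that of DESeq2 (difference -0.45). Of the 4063 genes past the threshold in the authors' deposited table, 3128 also had an absolute log2 fold change above 1 by DESeq2. By its own p and fold change, the same test put 3551 genes past the threshold, 1583 higher and 1968 lower (55.4% lower). For Map3k20, Chek2 and Fbxo4 DESeq2's log2 fold changes were -1.09, -1.49 and -0.43, and those in the authors' deposited table are -1.52, -2.06 and -0.88.

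Within the G2/M phase list 4 genes rose, against 50 that fell. Tpx2 rose with a log2 fold change of 0.88 and Mki67 with 0.43 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 7.68e-08 and 0.00106). Jpt1 rose with 0.39 and Tubb4b with 0.31 (adjusted p = 5.48e-06 and 9.55e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With GC content and length trends removed, the smaller rise of Tpx2 and Mki67 was 0.50, which argues against such a trend as the cause of their rise. With library sizes alone Tpx2 had 0.42 and Mki67 -0.03, and 1 gene of the list was higher and 53 were lower. Tpx2 alone thus kept its rise, and the directions of Mki67, Jpt1 and Tubb4b depend on the scaling. A cause was not found.

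Other experiments of the paper measured the products of genes in these libraries by other assays, and the values of the genes here are given without comparison. Il1b had a log2 fold change of 10.31, with 0.642 ± 0.131 CPM in Control and 836 ± 353 CPM in infected BMDMs (SD, n = 3). Il6 had 0.0519 ± 0.0525 CPM in Control and 55.0 ± 17.9 CPM in infected BMDMs (SD, n = 3), too few Control counts for a precise fold change. The log2 fold change of Tnf was 5.89. Tlr2 had 4.70, Nod1 4.68 and Nod2 3.62. Egfr was near the lowest level tested, with 38, 36 and 19 counts in Control libraries and 19, 21 and 30 in infected libraries, and had a log2 fold change of 0.01, which turned to -0.44 with library sizes alone and changed sign without Control 3 (-0.21) and without infected 3 (-0.14) as well (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.977 with TMM and 0.174 with library sizes alone). Map2k1 had 0.99, Map2k2 0.54 and Mapk3 -0.68. Cybb had 2.54, Ncf4 0.94, Cyba 0.85 and Ncf1 -0.14. Actb, a common reference gene, had 0.30, which turned to -0.16 with library sizes alone and to -0.14 with limma on FPKM. Gapdh had -0.46.

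The remaining lists were tested by camera with a preset correlation and Benjamini-Hochberg adjustment over the lists. The inflammatory response list, which holds Il1b, Il6 and Tnf, had a median log2 fold change of 8.78 with 20 of 20 genes higher and adjusted p = 1.47e-10 (camera with Benjamini-Hochberg adjustment). Its member Il12b, named after its values were seen, had no count in any Control library and was at least 67.0-fold higher after infection, against a floor of 3 counts over the group. With Il12b at that bound the median was 8.62. The DNA damage checkpoint list, which holds Chek2, had a median of -0.47 with 19 of 24 genes lower and adjusted p = 0.0213 (camera with Benjamini-Hochberg adjustment), and 22 of the 24 genes had an adjusted p below 0.05 adjusted over the list alone and over all genes. Clspn (-4.08), Brca2 (-2.57) and Chek1 (-2.08) fell further than Chek2, and Mdm2 (2.07) rose most. Of the 11 members of the EGFR family and ligands 3 were tested, with a median of 0.01 and adjusted p = 0.750 (camera with Benjamini-Hochberg adjustment). This median turned to -0.44 with library sizes alone, -0.25 with upper-quartile factors and -0.10 with no filter. It was also below 0 with any library other than Control 2 left out. With no filter, and without Control 1 or any infected library, more genes of the list were tested, so those medians rest on a different set of genes. Hbegf had a log2 fold change of -1.28. The NADPH oxidase list had a median of 0.85 with 4 of 5 genes higher and adjusted p = 0.0630 (camera with Benjamini-Hochberg adjustment). Genes that control mitochondrial ROS had a median of -0.22 and a mean of 0.28, opposite in sign, and adjusted p = 0.465 (camera with Benjamini-Hochberg adjustment), with Sod2 at 4.99, Prdx5 at 3.56, Ucp2 at -1.79 and Gpx1 at -1.32. Fibroblast markers had a median of -0.41 and a mean of 0.39 with 5 of 6 tested genes lower, and adjusted p = 0.465 (camera with Benjamini-Hochberg adjustment). Macrophage markers had a median of 1.02 with 7 of 9 genes higher and adjusted p = 0.0213 (camera with Benjamini-Hochberg adjustment), with Fcgr1 at 4.75 and Itgam at -0.77. Of 10 neutrophil markers 1, S100a8, was tested, with a log2 fold change of 2.40. Among the random lists, the median of the EGFR family and ligands lay at percentile 78.8 and that of NADPH oxidase at 86.3. The DNA damage checkpoint list lay at percentile 0.4, control of mitochondrial ROS at 7.27 and fibroblast markers at 28.0. Macrophage markers lay at 97.3 and the inflammatory response list at 100.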
